# *In Vitro* Generation of Brain Regulatory T Cells by Co-culturing With Astrocytes

**DOI:** 10.3389/fimmu.2022.960036

**Published:** 2022-07-15

**Authors:** Shinichi Yamamoto, Ako Matsui, Masaki Ohyagi, Chie Kikutake, Yoshihiro Harada, Mana Iizuka-Koga, Mikita Suyama, Akihiko Yoshimura, Minako Ito

**Keywords:** astrocyte, IL-33, Parkinson’s disease, serotonin, tissue Tregs

## Abstract

Regulatory T cells (Tregs) are normally born in the thymus and activated in secondary lymphoid tissues to suppress immune responses in the lymph node and at sites of inflammation. Tregs are also resident in various tissues or accumulate in damaged tissues, which are now called tissue Tregs, and contribute to homeostasis and tissue repair by interacting with non-immune cells. We have shown that Tregs accumulate in the brain during the chronic phase in a mouse cerebral infarction model, and these Tregs acquire the characteristic properties of brain Tregs and contribute to the recovery of neurological damage by interacting with astrocytes. However, the mechanism of tissue Treg development is not fully understood. We developed a culture method that confers brain Treg characteristics *in vitro*. Naive Tregs from the spleen were activated and efficiently amplified by T-cell receptor (TCR) stimulation in the presence of primary astrocytes. Furthermore, adding IL-33 and serotonin could confer part of the properties of brain Tregs, such as ST2, peroxisome proliferator-activated receptor γ (PPARγ), and serotonin receptor 7 (Htr7) expression. Transcriptome analysis revealed that *in vitro* generated brain Treg-like Tregs (induced brain Tregs; iB-Tregs) showed similar gene expression patterns as those in *in vivo* brain Tregs, although they were not identical. Furthermore, in Parkinson’s disease models, in which T cells have been shown to be involved in disease progression, iB-Tregs infiltrated into the brain more readily and ameliorated pathological symptoms more effectively than splenic Tregs. These data indicate that iB-Tregs contribute to our understanding of brain Treg development and could also be therapeutic for inflammatory brain diseases.

## Introduction

Regulatory T cells (Tregs) normally account for about 5%–10% of CD4^+^ T cells and are present in the lymphoid tissues and at inflammation sites. However, Tregs have recently been shown to accumulate in a steady or inducible manner in a variety of non-lymphoid tissues, including fat, muscle, skin, lung, intestine and brain (1). These tissue Tregs recognize self-antigen characteristic of tissues and have a limited T-cell receptor (TCR) repertoire. Tissue Treg gene expression analysis in various organs has uncovered a phenotype that is different from that of lymphoid tissue depending on the organ (1–3). Common features of tissue Tregs include higher expression of genes such as *Il10, Il1rl1* (encoding the IL-33 receptor ST2), *Pparg, Areg* (amphiregulin, a type of ligand for the epidermal growth factor [EGF] receptor), and *Klrg1, Ctla4, Tigit, Gata3, Batf*, and *Irf4* as well as lower expression of *Lef1, Tcf7*, and *Bcl2* compared with lymphoid Tregs (2).

The localized microenvironment may play an important role in the tissue-specific Treg phenotypes. Single-cell RNA sequencing (scRNAseq) technology has revealed that tissue Tregs gradually acquire their properties in the associated lymph nodes and become mature tissue Tregs within tissues (4, 5). Analysis of transgenic mice with TCRs that are highly abundant in adipose Tregs showed that adipose Tregs at the priming phase in lymphoid tissues express low levels of peroxisome proliferator-activated receptor γ (PPARγ) infiltrate into adipose tissues to become the final mature adipose Tregs that express high levels of PPARγ (6).

Skeletal muscle Tregs have also been well studied, and Areg has been shown to be a Treg-derived repair factor for muscle damage (7). Tregs in muscle tissue express high levels of the IL-33 receptor, ST2, and IL-33 has been shown to promote muscle Treg accumulation (8). In the kidney, CCR4^+^GATA3^+^Tregs accumulate during the chronic phase of renal injury and promote recovery of renal function by suppressing Th1 in the injured region induced by basement membrane antibodies (9). Furthermore, PPARγ agonists increase renal Treg levels and accelerate recovery from renal injury (9).

Using an experimental cerebral ischemia–reperfusion model (middle cerebral artery occlusion; MCAO) for stroke, we and others have shown that Tregs accumulated during the chronic phase, 2 weeks after disease onset (10, 11). Brain Tregs, similar to other tissue Tregs, are Helios^+^ tTregs with a special TCR repertoire and high CTLA-4, PD-1, Areg, and ST2 expression. Similar to other tissue Tregs, TCR signaling, IL-2, and IL-33 are essential for proliferation in the brain. Additionally, brain Tregs also express several neural-related genes, particularly serotonin receptor 7 (Htr7), which increases cAMP levels. Serotonin stimulated proliferation of brain Tregs and improved neurological symptoms *via* Htr7. As a mechanism of recovery from neurological symptoms, brain Tregs suppress excessive astrocyte activation, which is called astrogliosis, by secreting Areg (10). Another recent study showed that Treg cell-derived osteopontin acts *via* integrin receptors in microglia to enhance microglial repair activity, which in turn promotes oligodendrocyte neogenesis and white matter repair (11). Increasing the number of Treg cells by administering IL-2:IL-2 antibody complexes after stroke improved the white matter status and restored neurological function in the long-term, suggesting that Tregs could be a therapeutic target of neural recovery after stroke (11).

In neurodegenerative diseases such as Parkinson’s disease, antigen-specific Tregs have also been reported to interact with glial cells, thereby suppressing neuroinflammation and promoting neuronal survival (12). A vasoactive intestinal peptide agonist has been shown to increase Treg activity thereby suppressing inflammatory microglia and increasing survival of dopaminergic neurons (13).

Although studies of tissue Tregs have made remarkable progress in recent years, the molecular mechanisms of their development remain unclear. Molecules that facilitate tissue Treg development and specific tissue antigens are largely unknown. In this study, we attempted to generate brain Tregs *in vitro* to elucidate the induction mechanism of brain Tregs. We found that co-culturing astrocytes and adding several cytokines and bioactive substances facilitated brain Treg-like differentiation. Furthermore, brain Treg-like cells obtained by this method efficiently infiltrated and suppressed inflammation in the brain. This study provides the basis for elucidating the developmental mechanism of tissue Tregs and their clinical application.

## Results

### Treg Expansion and Activation by Co-Culturing with Primary Astrocytes

First, we hypothesized that Treg activation and proliferation are required for tissue Treg development, because tissue Tregs are thought to be related to effector Tregs (14). When Tregs from mouse spleen were cultured *in vitro* in the presence of IL-2 and anti-CD3/CD28 antibodies, Tregs did not proliferate well and majority of them died in culture within 3 to 6 days (data not shown). Since brain Tregs are expected to interact with tissue nonimmune glial cells, we first co-cultured splenic Tregs with slices of brain sections. However, Tregs did not proliferate (data not shown). Therefore, we co-cultured splenic Tregs with primary brain cells, astrocytes, and microglia. Primary astrocytes and microglia were obtained from neonatal mouse brain as reported (15–17).

We evaluated the activation stage of Tregs using CD25, Foxp3, and ST2 (a marker of tissue Tregs) expression as well as proliferation. We found that co-culture with microglia or with both astrocytes and microglia resulted in Treg activation but low proliferation, whereas co-culture with astrocytes alone resulted in proliferation as well as strong Treg activation. Next, we added cytokines and bioactive substances to the Tregs and astrocyte co-culture. Significant upregulation of CD25 and Foxp3 expression was observed when IL-2, IL-4, IL-33, brain-derived neurotrophic factor (BDNF), Areg, and serotonin were added to the co-culture system (**Figures 1A, B**, and **Table 1**). Among factors we examined, IL-4 most strongly upregulated ST2 expression but had a negative effect on cell proliferation. Conversely, IL-33 and serotonin had a positive effect on proliferation but these factors alone showed little effects on ST2 expression (**Table 1**). However, combination of IL-33 and serotonin upregulated ST2 expression (**Figure 1C**).

**Figure 1:**
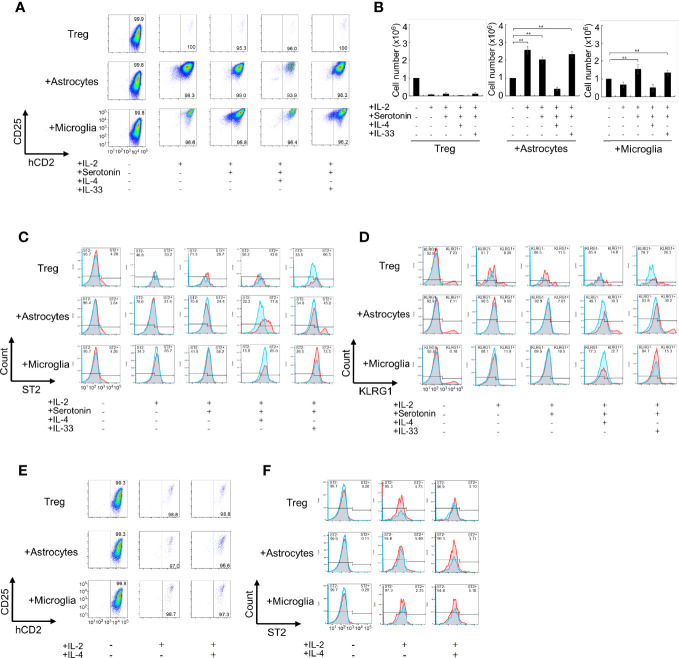
Co-culture of Tregs with primary astrocytes and microglia *in vitro.* **(A–D)** Tregs alone or co-cultured with astrocytes or microglia in the presence of indicated cytokines (20 ng/mL) or serotonin (10 μM) in the presence of IL-2 and anti-CD3/CD28 antibodies for 6 days. The Foxp3 and CD25 expression was analyzed using FACS **(A)**, Foxp3^+^Treg cell number was estimated **(B)**, and ST2 and KLRG1 expression was analyzed using FACS **(C, D)**. The left panels [all cytokines and serotonin are (-)] are shown as before co-culture. **(E, F)** Effect of transwell on the activation **(E)** and ST2 expression **(F)** of Treg under co-culture with astrocytes. In **(C, D, F)**, Blue fines were without first antibody, Red lines were with first antibody, and overlapping regions were shown in gray. * P<0.05 ** P<0.01.

**Table 1:** The effect of various factors on Treg activation and proliferation.

	Astrocytes			Microglia		
Reagents	Activation	Proliferation	Protein	Activation	Proliferation	Protein
	(CD25^high^ hCD2^high^)	(Cell number)	(ST2)	(CD25^high^ hCD2^high^)	(Cell number)	(ST2)
IL-2 (20 ng/ml)	**++**	**-**	**-**	**+**	**-**	**-**
IL-1β (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
1L-4 (20 ng/ml)	**++**	**-**	**+**	**+**	**-**	**-**
1L-6 (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
IL-10 (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
IL-33 (20 ng/ml)	**++**	**+**	**-**	**+**	**+**	**+**
TNFα (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
EGF (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
TSLP (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
M-CSF (20 ng/ml)	**+**	**-**	**-**	**+**	**-**	**-**
BDNF (20 ng/ml)	**++**	**-**	**-**	**+**	**-**	**-**
Amphiregulin (20 ng/ml)	**++**	**-**	**-**	**+**	**-**	**-**
PGE2 (IpM)	**+**	**-**	**-**	**-**	**-**	**-**
Pioglitazone (1 μM)	**+**	**-**	**-**	**+**	**-**	**-**
Serotonin (10 μM)	**++**	**+**	**-**	**+**	**+**	**-**
LPS (500 ng/ml )	**+**	**-**	**-**	**+**	**-**	**-**
Vitamin A (25 nM)	**+**	**-**	**-**	**+**	**-**	**-**
Vitamin C (10 μg/ml)	**+**	**-**	**-**	**+**	**-**	**-**

Splenic Tregs were co-cultured with astrocytes or microglia for 3 days in the presence of the indicated factors and then examined for Treg activation (Foxp3^high^ and CD25 ^high^ expression), proliferation, and ST2 expression.

-, no expression; +, positive; ++, highly positive (see FACS data in **Figure 1**). hCD2 means Foxp3.

Next, we performed co-cultures in the presence of combined factors that promoted Treg activation and proliferation. Among combinations of factors listed in **Table 2** in co-culture with astrocytes, the combination of IL-2, IL-33, and serotonin most efficiently promoted proliferation and induced ST2, KLRG1, and *Htr7* expression, which are characteristic of brain Tregs (**Figures 1A–D**, and **Table 2**). While no induction was observed in the co-culture with microglia. Only IL-4 induced Areg expression, but IL-33 and serotonin did not have this effect (**Table 2**). All these data suggest that IL-2 and TCR signals were sufficient for CD25 and Foxp3 expression and proliferation, however, IL-4 or IL-33 and astrocytes were required for ST2, KLRG1, and *Htr7* expression. Although PPARγ agonists were shown to increase tissue Tregs *in vivo*, we did not observe any strong effects *in vitro* (**Table 2**).

**Table 2:** The effect of cytokine and factor combinations on Treg activation, proliferation, and expression of brain Treg markers.

Cells		Astrocytes							Microglia		
Reagents	IL-2 (20 ng/ml)	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**
	IL-4 (20 ng/ml)	**〇**		**〇**		**〇**			**〇**		
	IL-33 (20 ng/ml)	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**
	Serotonin (10 μM)	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**
	BDNF (20 ng/ml)	**〇**	**〇**								
	Amphiregulin (20 ng/ml)	**〇**	**〇**	**〇**	**〇**						
	Pioglitazone (1 μg/ml)	**〇**	**〇**	**〇**							
	CCL20 (20 ng/ml)							**〇**			**〇**
	CCL1(20 ng/ml)							**〇**			**〇**
Proteins	ST2	**+**	***-***	**+**	**+**	**-**	**+**	**+**	**-**	**-**	**-**
	KLRG1	**-**	**-**	**-**	**+**	**-**	**+**	**+**	**-**	**-**	**-**
mRNA	*Areg*	**+**	**-**	**++**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Htr7*	**+**	**++**	**+**	**+**	**-**	**++**	**+**	**-**	**++**	**+**
Activation (CD25^high^ hCD2^high^)		**+**	**+**	**+**	**+**	**-**	**+**	**+**	**-**	**+**	**+**
Proliferation		**-**	**+**	**-**	**-**	**-**	**+**	**+**	**-**	**+**	**+**

Splenic Tregs were co-cultured with astrocytes or microglia for 6 days in the presence of factor combinations (o). Brain Treg markers ST2 and KLRG1 were analyzed using FACS, and Areg and Htr7 were analyzed using qPCR. Treg activation (Foxp3^high^ and CD25 ^high^ expression) and proliferation were also analyzed. -, no increase; +, positive; ++, highly positive.

Lastly, we performed more detailed analyses of these combinations (**Table 3**). IL-4 upregulated ST2 and Areg expression, but we excluded it because IL-4 suppressed Treg cell proliferation and did not yield the required number of cells for the experiment. IL-33 and serotonin combination induced brain Treg-like cells, as determined by ST2 and *Htr7* expression. However, adding IL-33 and serotonin did not strongly induce *Areg*, *Ccr6, and Il10* (**Table 3**). Co-culture with microglia or microglia plus astrocytes or slices of brain sections did not induce markers such as *Gata3*, ST2, or KLRG1 (**Table 3**). We concluded that co-culture of splenic Tregs with primary astrocytes in the presence of anti-CD3/CD28 antibodies, IL-2, IL-33 and serotonin is the most preferable condition to induce brain Treg-like characters *in vitro*.

**Table 3:** Expression of brain Treg markers by the indicated combination of cytokines.

Ceils		Treg				Astrocytes				Microglia				Astrocytes Microglia				Brain sections			
	IL-2 (20 ng/ml)	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**	**〇**
Reagents	Serotonin (10 μM*)*		**〇**	**〇**	**〇**		**〇**	**〇**	**〇**		**〇**	**〇**	**〇**		**〇**	**〇**	**〇**		**〇**	**〇**	**〇**
	IL-4 (20 ng/ml)			**〇**				**〇**				**〇**				**〇**				**〇**	
	IL-33 (20 ng/ml)				**〇**				**〇**				**〇**				**〇**				**〇**
Activation (CD25^high^ hCD2^high^)		**-**	**-**	**-**	**-**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**
Proliferation		**-**	**-**	**-**	**-**	**+**	**+**	**-**	**+**	**-**	**+**	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
Proteins	ST2	**-**	**-**	**+**	**-**	**-**	**-**	**+**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**
	KLRG1	**+**	**+**	**+**	**+**	**-**	**-**	**+**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	CCR6	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	CCR8	**-**	**-**	**-**	**-**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**+**
mRNA	*Areg*	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Htr7*	**-**	**-**	**-**	**-**	**+**	**+**	**-**	**++**	**-**	**+**	**-**	**++**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Gata3*	**-**	**-**	**+**	**-**	**+**	**-**	**-**	**++**	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Pparg*	**-**	**-**	**-**	**-**	**-**	**+**	**++**	**+**	**-**	**-**	**+**	**-**	**+**	**+**	**+**	**+**	**+**	**+**	**+**	**++**
	*Il1rl1*	**-**	**-**	**+**	**-**	**-**	**-**	**+**	**++**	**-**	**-**	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**-**	**-**	**-**
	*Klrg1*	**+**	**+**	**++**	**+**	**-**	**-**	**+**	**++**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Ccr6*	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Ccr8*	**-**	**-**	**-**	**-**	**+**	**-**	**-**	**++**	**-**	**-**	**+**	**++**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Il10*	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**	**-**
	*Ednrb*	**-**	**-**	**-**	**-**	**+**	**+**	**+**	**++**	**+**	**+**	**+**	**++**	**+**	**+**	**+**	**+**	**++**	**+**	**+**	**+**

Splenic Tregs were co-cultured with astrocytes, microglia, or both or with brain sections in the presence of indicated factors (o) for 6 days. Treg activation (Foxp3^high^ and CD25 ^high^ expression), proliferation, and protein expression of ST2, KLRG1, CCR6, and CCR8 were determined using FACS and Areg and other brain Treg marker genes were measured using qPCR, -, no increase; +, positive; ++, highly positive.

### Tregs Co-Cultured With Astrocytes in the Presence of IL-33 and Serotonin Can Generate Brain Treg-Like Cells *In vitro*

Next, we examined whether Tregs induced brain Treg-like Tregs in a co-culture that included these factors with astrocytes in the absence of or in contact with astrocytes. First, we examined Treg activation and ST2 expression when Tregs and astrocytes or microglia were separated using a transwell during co-culture (**Figures 1E, F**). Treg activation and ST2 expression were not observed without direct contact between Tregs and astrocytes. When the astrocyte or microglia culture supernatant (CM, conditioned medium; ACM, CM from astrocytes; and MCM, CM from microglia) was used instead of an astrocyte/microglia cell layer, but proliferation, activation, and induction of ST2 in Tregs were not observed (**Supplementary Figures 1A, B**). In co-cultures with astrocytes, adding additional MCM did not further increase CD25, Foxp3, and ST2 (**Supplementary Figures 1C, D**). These results indicate that contact with astrocytes is necessary for Tregs to be induced into brain Treg-like property *in vitro*.

### Characterization of *In Vitro* Generated Brain Treg-Like Cells

On the basis of the above results, we further characterized *in vitro* generated brain Treg-like cells (iB-Treg cells), which were induced through co-culture with astrocytes under several conditions; only in the presence of IL-2 and anti-CD3/28 antibodies (iB-Tregs (A)); co-culture with astrocytes in the presence of IL-2, IL-33, serotonin, and anti-CD3/28 antibodies (iB-Treg (B)); or co-culture with astrocytes in the presence of IL-2, IL-33, serotonin, and anti-CD3/28 antibodies as well as the CCR8-ligand CCL1 and CCR6-ligand CCL20 (iB-Treg (C)). Chemokines, CCL1 and CCL20 were included with an expected increase in their receptors, CCR6 and CCR8. Treg activation (CD25 and Foxp3 expression) and proliferation were markedly observed in all culture systems (**Figures 2A, B**). Among brain Treg markers, ST2, KLRG1, and CCR8 were expressed in iB-Tregs (B) and iB-Tregs (C), while CCR6 was decreased compared with splenic Tregs. Adding CCL1 and CCL20 had no significant effect on the properties of iB-Tregs (**Figure 2C**). Gene expression analysis revealed that *Gata3, Pparg, Il1rl1, Klrg1, Ccr8, Htr7, Penk* (Proenkeohalin gene), and *Ednrb* (Endothelin receptor type B gene) expression levels were elevated in iB-Tregs (B) and (C) (**Figure 2D**). Therefore, adding CCL1 and CCL20 had no synergistic effect on the properties of iB-Tregs.

**Figure 2:**
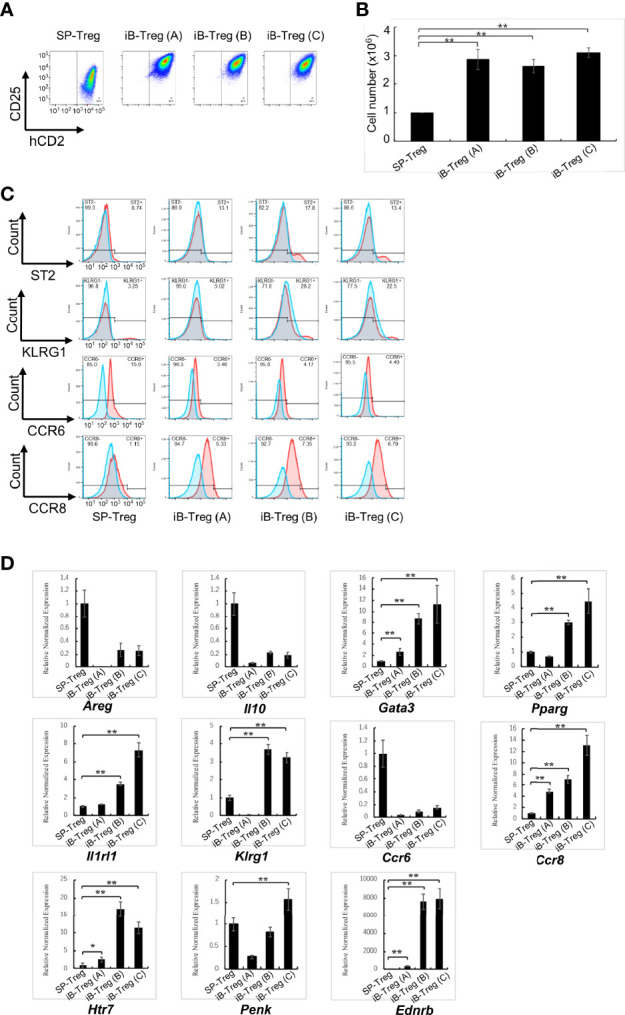
Characterization of *in vitro*-generated iB-Tregs. SP-Tregs were co-cultured i) with astrocytes in the presence of IL-2 and anti-CD3/CD28 antibodies [iB-Treg (A)]; ii) with astrocytes in the presence of IL-2, IL-33, serotonin and anti-CD3/CD28 antibodies [iB-Treg (B)]; or iii) with astrocytes in the presence of IL-2, IL-33, serotonin, CCL1, CCL20, and anti-CD3/CD28 antibodies [iB-Treg (C)] for 6 days. Blue fines were without first antibody, Red lines were with first antibody, and overlapping regions were shown in gray **(C)**. Then CD25/Foxp3 (hCD2) expression **(A)** was analyzed using FACS and the number of cells after co-culture was determined **(B)**. Expression of the indicated tissue Treg markers were analyzed using FACS **(C)** and RT-qPCR **(D)**. * P<0.05 ** P<0.01.

To compare the characteristics of iB-Tregs with *in vivo* brain Tregs, total RNA-seq analysis and principal component analysis (PCA) of Tregs were performed (**Figure 3A**). 

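Read counts per gene were analysed for 10 RNA-seq libraries of mouse Tregs, 2 in each of 5 groups. SP-Tregs came from the spleen, and Ischemia-Tregs from the brain 28 days after cerebral infarction. The other 3 groups were splenic Tregs co-cultured for 6 days on primary glial cells that were mostly astrocytes. All of them received antibodies to CD3 and CD28 at 2 μg/ml each and IL-2 at 20 ng/ml, which is the whole treatment of iB-Tregs (A). iB-Tregs (B) also received 20 ng/ml IL-33, an alarmin that acts through the receptor ST2, and 10 μM serotonin. iB-Tregs (C) received in addition the chemokines CCL1 and CCL20, ligands of CCR8 and CCR6, at 20 ng/ml each. For sequencing, the paper selected the co-cultured cells with magnetic beads by hCD2, a surface reporter of Foxp3. The total count was 6634583 and 5207713 in the SP-Treg libraries SP-9 and SP-10, and 6062312 and 5186728 in the Ischemia-Treg libraries Ischemia-4 and Ischemia-3. It was 16388161 and 15628261 in iB-Treg (A) replicates A-Treg1 and A-Treg2, 16174625 and 15960320 in B-Treg1 and B-Treg2, and 16151684 and 15649512 in C-Treg1 and C-Treg2. The paper's text does not say whether the 2 libraries of a group came from separate animals or cultures, so the p-values given here measure the spread between these libraries, which may be technical. The EAE and NC libraries of Figure 3A were not analysed here.

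The authors' deposited table holds counts that are not normalized. The paper names Trim Galore, HISAT2 and featureCounts with the GRCm38 genome, while the submitters' processing notes name HISAT2 2.0.1 and HTSeq 0.6.1, and which of them made the table is not stated. The 6 iB-Treg columns are filled in the rows that have a gene ID, but the 4 SP-Treg and Ischemia-Treg columns run on past the last ID into further rows. Over the first 4115 IDs, the mean log2 counts of the spleen and brain libraries and of the iB-Treg libraries correlated across genes with r = 0.910. In the part used from row 4172 on, the correlation as deposited was 0.337, and it was 0.932 after the spleen and brain counts were slid back by up to 81 rows. A hidden Markov model chose the slide of each stretch of rows from the counts themselves, and 31037 IDs in 20 of 35 stretches were kept. The other 24364 IDs were not used. In 3 simulated tables with as many extra rows, 0.0696% to 0.166% of the kept IDs held the counts of another gene. These tables were built from the counts as realigned, with rows inserted at random places and no filter on stretches. The real slides jump by several rows at some steps, so this share is not an error rate of the real table. Every SP-Treg and Ischemia-Treg value given here rests on this realignment, which uses the likeness of the in vivo and co-cultured profiles, was set after the file was seen, and cannot exclude wrong genes. Some broadly expressed genes had no count in the libraries from spleen or brain, such as Ehd1, at 0 in all 4 of them and 208 CPM in iB-Tregs (B), and Arf4, at 0 in SP-Tregs and 212 CPM in (B). The reason was not found. Of the genes at 10 CPM or more in each iB-Treg library, 25 of 2368 in rows that were not moved and 51 of 6535 in moved rows had at most 3 counts over these 4 libraries. Folds given as at least a number rest on groups with no count, and some of them may be technical.

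CPM values were scaled by TMM, and log2 fold changes were tested with edgeR's quasi-likelihood test in one fit of the 10 libraries, with Benjamini-Hochberg adjustment. Of the kept IDs, 13800 passed the low-count filter. Gene lists were compared with all other genes by limma's camera with a preset correlation of 0.01. Values with ± are means and SD over n = 2 libraries. The kinds of RNA differed between the libraries. Mitochondrial rRNA held 15.7% ± 0.247 of the counts in SP-Tregs and 16.6% ± 0.0590 in Ischemia-Tregs, against 0.135% ± 0.0143, 0.172% ± 0.00273 and 0.169% ± 0.00300 in iB-Tregs (A), (B) and (C). Protein-coding genes outside histone and mitochondrial genes held 65.8% ± 1.56 in SP-Tregs and 96.1% ± 0.00387 in iB-Tregs (B). The median log2 fold change of all genes between an iB-Treg group and a group from spleen or brain lay between 0.13 and 0.15.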

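iB-Tregs (A), (B) and (C) lay close together and far from both SP-Tregs and Ischemia-Tregs, with a slightly smaller distance to the Ischemia-Tregs. The first principal component held 78.7% of the variance of 19537 genes, and it parted the co-cultured Tregs from the Tregs taken from mice. The mean position on it was 46.7 ± 0.822 for iB-Tregs (A), 56.4 ± 0.0290 for (B) and 52.9 ± 0.273 for (C), against -71.9 ± 1.76 for Ischemia-Tregs and -84.1 ± 2.06 for SP-Tregs. The second component held 10.2% and parted the brain from the spleen, with Ischemia-Tregs at -37.8 ± 2.61 and SP-Tregs at 34.2 ± 3.32. The iB-Tregs lay between them, at 5.66 ± 0.107 for (A), -0.990 ± 0.0638 for (B) and -1.02 ± 0.225 for (C). The first component divides the libraries just as their mitochondrial rRNA, total count and Xist, the RNA of the inactive X chromosome, do. Its variance, and the distances below, thus cannot be assigned to co-culture alone.

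The genes named here for their large weights were chosen after their values were seen. On the iB-Treg side of the first component were C3, a complement protein, at 5243 ± 52.7 CPM in iB-Tregs (B) and 0.713 ± 0.621 in SP-Tregs, and Trf, which encodes the iron carrier transferrin, at 1998 ± 15.9 and 0.480 ± 0.679. On the other side were Rpph1, the RNA of ribonuclease P, at 1.90 ± 0.129 and 8672 ± 234 CPM, and Rn7sk, the 7SK RNA, at 6.48 ± 0.626 and 7371 ± 1035 CPM, both of which lack a poly(A) tail. The second component was led on the brain side by Hapln1, which links hyaluronan to proteoglycans, at 23.8 ± 18.5 CPM in Ischemia-Tregs. Areg had the next largest weight, followed by Rgs2, a regulator of G protein signalling. Rgs2 was at 1091 ± 26.1 CPM in Ischemia-Tregs against 14.3 ± 3.63 in SP-Tregs. Dtx1, a Notch target, stood at the spleen side of this component, with 483 ± 37.0 CPM in SP-Tregs and 14.4 ± 2.43 in Ischemia-Tregs. Of the marker genes of microglia and macrophages, 17 were measured, and their median was 92.2 CPM in iB-Tregs (A), 110.3 in (C), 6.34 in Ischemia-Tregs and 0.465 in SP-Tregs.

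Over all genes, the mean distance on the rlog scale from iB-Tregs (A) was 132 to Ischemia-Tregs and 139.5 to SP-Tregs, a ratio of 0.949 (SD 0.0186 over the library pairs). From iB-Tregs (B) it was 138 and 147, a ratio of 0.935 (SD 0.0172). SP-Tregs and Ischemia-Tregs were 82.0 apart, and the 2 libraries of a group were 19.2 to 58.1 apart. With 2 libraries against 2, an exact permutation test cannot give a p under 0.333, so these distances were not tested. Over the 25 genes of the paper's heat map alone, an alternative chosen after the data were seen, the ratio turned to 1.56 for (A), 1.17 for (B) and 1.13 for (C), which is nearer to SP-Tregs.

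**Figure D1:**
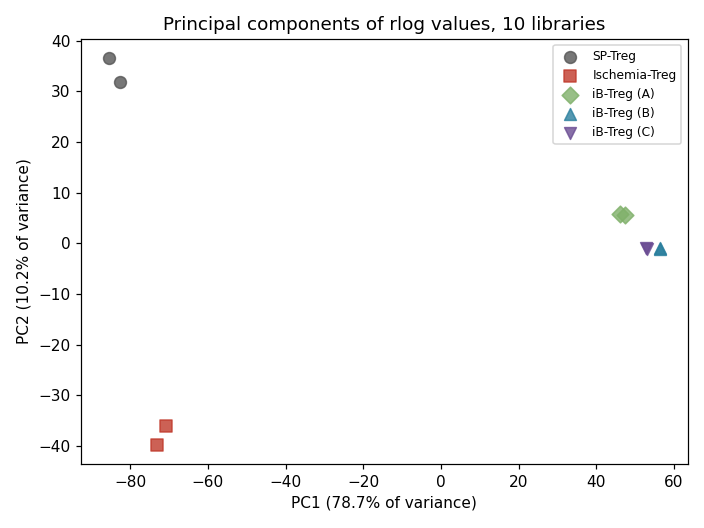
Positions of the 10 libraries on the first 2 principal components of rlog values, in arbitrary units, with the share of variance on each axis and one symbol per library. The 6 iB-Treg libraries stand together at the right, and the SP-Treg and Ischemia-Treg libraries at the left, apart from each other on PC2.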

We confirmed that iB-Tregs are different from splenic Tregs and are similar to brain Tregs that are isolated from brains of mice with cerebral infarction or experimental autoimmune encephalomyelitis (EAE) (**Figure 3A**). 

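Il1rl1 and Pparg were higher in iB-Tregs (B) than in SP-Tregs, Gata3 and Penk were lower, and Klrg1 did not differ by the test (n = 2 libraries per group). Il1rl1, which encodes the IL-33 receptor ST2 (ENSMUSG00000026069, chromosome 1 from 40429570 to 40465415 of GRCm38), stood at 206 ± 4.69 CPM in iB-Tregs (B) and 45.0 ± 11.8 in SP-Tregs, a log2 fold change of 2.23 (standard error 0.16, adjusted p = 2.2e-09). Pparg, a nuclear receptor that adipose tissue Tregs depend on, stood at 10.9 ± 0.146 and 1.61 ± 1.20 CPM, a log2 fold change of 2.88 (standard error 0.38, adjusted p = 4.0e-06), and of 2.17 without SP-9 and 3.84 without SP-10. Gata3 (ENSMUSG00000015619, chromosome 2 from 9857078 to 9890034), a transcription factor of type 2 helper cells and tissue Tregs, was at 113 ± 1.86 CPM in iB-Tregs (B) against 197 ± 0.934 in SP-Tregs and 775 ± 233 in Ischemia-Tregs, and its log2 fold change between (B) and SP-Tregs was -0.80 (standard error 0.14, adjusted p = 7.6e-05). Penk (ENSMUSG00000045573, chromosome 4 from 4133531 to 4138819), which encodes preproenkephalin, was lower in iB-Tregs (B) than in SP-Tregs, with a log2 fold change of -2.71 (standard error 0.13, adjusted p = 1.6e-11), and higher in Ischemia-Tregs than in SP-Tregs, with 2.07 (standard error 0.11, adjusted p = 3.9e-10). Klrg1, a receptor of differentiated effector cells, was at 26.4 ± 0.400 CPM in iB-Tregs (B) and 25.0 ± 0.929 in SP-Tregs, with a log2 fold change of 0.08 (standard error 0.18, adjusted p = 0.70). In iB-Tregs (C), the log2 fold changes against SP-Tregs were 2.26 for Il1rl1, 2.82 for Pparg, -0.71 for Gata3, -2.09 for Penk and 0.20 for Klrg1 (adjusted p = 0.33, not past the threshold). Foxp3 RNA was lower in (B) than in SP-Tregs as well. The (B) libraries also held markers of microglia and macrophages, at a median of 126.6 CPM against 0.465 in SP-Tregs. Whether a smaller share of Treg RNA in (B) or (C) lowered these genes was not tested.

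The serotonin receptor gene Htr7 (ENSMUSG00000024798, chromosome 19 from 35958734 to 36057507) had 0 counts in both SP-Treg libraries, and 0 and 13 in Ischemia-4 and Ischemia-3, too few to enter the test. Npy, which encodes neuropeptide Y, had 4 counts in each Ischemia-Treg library and 0 in both SP-Treg libraries, and was not tested either. A count of 0 over the SP-Treg libraries allows up to 0.338 CPM, for counting error only.

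Of the 19 heat map genes high in brain Tregs that could be tested, 12 were higher, 5 lower and 2 did not pass (12 higher and 5 lower adjusted over the list alone) in iB-Tregs (B) against SP-Tregs (camera, adjusted p = 0.26). Nfil3, a transcription factor of IL-10-producing T cells, had a log2 fold change of 3.72, Ccr8, a chemokine receptor of tissue Tregs, 2.71, and Il10, which encodes an inhibitory cytokine, 2.81. Tigit (1.41), Tnfrsf4 (1.47), Cd81 (0.97) and Batf (0.67) were higher too, while Tgfbr2, a receptor of TGF-β (-1.31), and Rora, an orphan nuclear receptor (-1.11), were lower. Ednrb, the endothelin receptor type B, which astrocytes also express, was at least 43.3-fold higher in (B), where 15 of 18 measured astrocyte markers were higher as well. The call of Ccr4, another chemokine receptor, at 0.34 was lost on leaving out 1 library (without B-Treg2 0.28 and without SP-9 0.20). Against SP-Tregs, Ischemia-Tregs had 19 higher among 19 (19 higher adjusted over the list alone) on the same list (camera, adjusted p = 1.1e-12), and iB-Tregs (C) had 11 higher and 6 lower (camera, adjusted p = 0.31). The 4 heat map genes high in spleen are Lef1 (-3.72 in iB-Tregs (B) against SP-Tregs), Foxp1 (-2.77), Tcf7 (-2.41) and Bcl2 (1.09), where the first 3 are transcription factors of naive T cells and Bcl2 blocks apoptosis. Of them, 1 was higher and 3 lower (1 higher and 3 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.052), and 4 were lower (4 lower adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.00051, and adjusted p = 0.097 with an estimated correlation). Of 10 genes measured by RT-qPCR in Figure 2D, 6 were higher, 3 lower and 1 did not pass (6 higher and 3 lower adjusted over the list alone) in (B) against SP-Tregs (camera, adjusted p = 0.41). The paper calls the heat map genes representative brain Treg genes and does not say how they were chosen, so their counts may not be independent evidence of a direction.

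**Figure D2:**
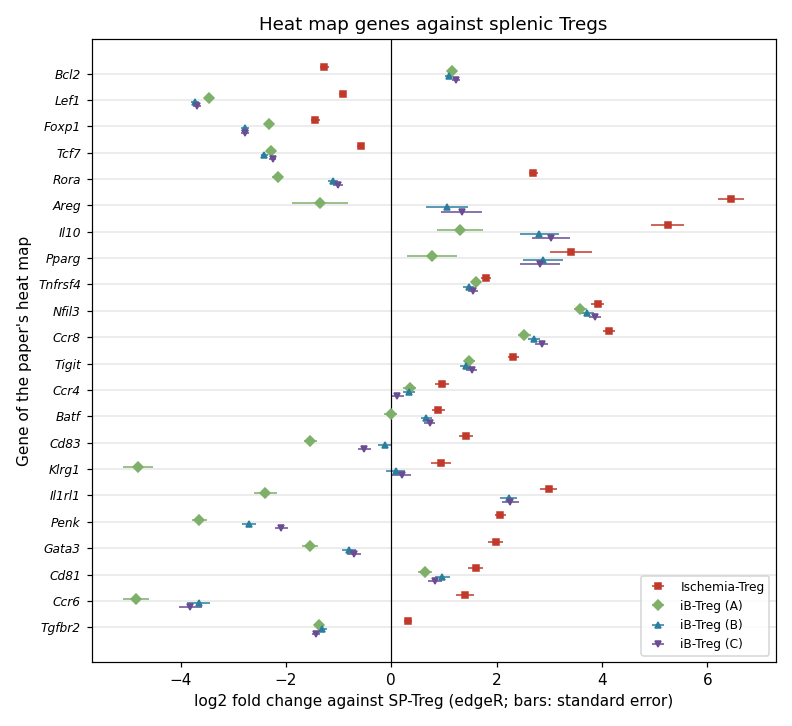
Log2 fold changes against SP-Tregs of 22 heat map genes in Ischemia-Tregs and iB-Tregs (A), (B) and (C), with bars for the standard error from edgeR. Ischemia-Tregs lie right of 0 for the brain Treg genes from Rora down, while the iB-Treg groups lie on both sides, with Penk, Gata3 and Ccr6 left of 0.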

Similar to quantitative polymerase chain reaction (qPCR) results shown in **Figure 2D**, heat map analysis revealed that individual brain Treg markers such as *Gata3, Pparg, Il1rl1, Klrg1, Penk*, and *Htr7* were more highly expressed in iB-Tregs (B) and (C) than in spleen Tregs, which is similar to that of ischemic brain Tregs (**Figures 3A, B**). These data indicate that iB-Tregs share many of the brain Treg properties, even though they are not completely identical to brain Tregs.

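Tregs from the ischemic brain had higher levels of genes of early response, of tissue Tregs and of cell division than splenic Tregs, and lower levels of cholesterol synthesis and, only at the preset correlation of the list test, of naive T cell genes (n = 2 libraries per group). With an estimated correlation, camera called 13 lists in this comparison, against 24 at the preset one. Of 13800 genes, 2771 were higher and 2452 lower in Ischemia-Tregs, 1219 and 947 of them by over 2-fold. The total of 5223 depends on the iB-Treg libraries in the fit, and fitting only the 4 libraries compared gave 3086. Atf3, a stress-responsive transcription factor, was at least 91.2-fold higher, and Spp1, which encodes osteopontin, at least 52.3-fold, since neither had a count in SP-Tregs. Areg, which encodes the repair factor amphiregulin, had a log2 fold change of 6.45 (standard error 0.25, adjusted p = 5.4e-12), and Il10 of 5.25 (standard error 0.31, adjusted p = 1.3e-09). The largest falls included Dtx1 (-5.08), the Ras regulator Rasal1 (-3.94) and Id3, an inhibitor of E proteins (-3.14).

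Of the 10 measured genes high in tissue Tregs, 10 were higher (10 higher adjusted over the list alone), with Il1rl1 (2.99), Ctla4 (2.72) and Gata3 (1.98) as examples (camera, adjusted p = 7.4e-08). Effector activation genes counted 18 higher and 2 not past the threshold among 20 (18 higher adjusted over the list alone), led by the inhibitory receptor gene Tigit (2.31), Cd69 (2.27) and Gzmb (2.15) (camera, adjusted p = 1.2e-09). Among 16 Treg identity genes, 12 were higher, 3 lower and 1 did not pass (12 higher and 3 lower adjusted over the list alone), and the examples are Capg (1.68), Tnfrsf18, which encodes GITR (1.57), and Gpr83 (-2.96) (camera, adjusted p = 0.0056, and adjusted p = 0.052 with an estimated correlation). Of 14 genes of naive and lymphoid Tregs, 2 were higher, 11 lower and 1 did not pass (2 higher and 11 lower adjusted over the list alone), including Dapl1 (-2.54) and Bach2 (-1.45) (camera, adjusted p = 7.0e-05, and adjusted p = 0.052 with an estimated correlation). For the cell cycle, 22 of 28 were higher and 6 not past the threshold (25 higher adjusted over the list alone), such as the mitotic genes Bub1 (1.91), Ccnb2 (1.84) and Aurkb (1.70) (camera, adjusted p = 1.2e-09).

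Immediate early genes, which also respond to enzymatic dissociation of tissue, counted 14 higher and 3 not past the threshold among 17 (14 higher adjusted over the list alone), among them Fosb (6.07) and Dusp1 (5.13) (camera, adjusted p = 1.0e-10). The cAMP-responsive genes counted 13 higher and 1 lower among 14 (13 higher and 1 lower adjusted over the list alone), among them Fosl2 (7.26), Nr4a2 (6.27) and Rgs2 (6.21) (camera, adjusted p = 8.9e-11). Dusp1 belongs to both lists, and a response to dissociation was not separated from one to cAMP. Of 14 tissue repair factors, 11 were higher, 1 lower and 2 did not pass (11 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 3.0e-07), and Vegfa, the vascular growth factor, was at 5.42 ± 1.64 CPM with no count in SP-Tregs. In the list of IL-33 signalling, 9 of 15 were higher, 1 lower and 5 not past the threshold (9 higher and 1 lower adjusted over the list alone), with the NF-κB inhibitors Tnfaip3 (5.78) and Nfkbia (2.28) among the rises (camera, adjusted p = 0.00041). Cholesterol synthesis went the other way, where 1 of 21 was higher, 14 lower and 6 not past the threshold (1 higher and 15 lower adjusted over the list alone), such as Mvd (-2.08) and Lss (-1.89) (camera, adjusted p = 0.00015). In glycolysis, 13 of 16 were higher, 1 lower and 2 not past the threshold (13 higher and 1 lower adjusted over the list alone), with hexokinase 2 (Hk2, 1.83) and the lactate exporter Slc16a3 (1.80) higher and Pdk1 lower (-1.45) (camera, adjusted p = 0.00013). Interferon response genes such as Ifit3 (2.49) and Oas1a (1.86) belonged to a list in which 15 of 22 were higher, 1 lower and 6 not past the threshold (15 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 9.9e-05, and adjusted p = 0.19 with an estimated correlation). The list of TGF-β and retinoic acid genes had 11 higher, 1 lower and 7 not past the threshold among 19 (11 higher and 3 lower adjusted over the list alone), including Dhrs3 (2.74) and Tgfbr3 (-2.34) (camera, adjusted p = 0.0087, and adjusted p = 0.063 with an estimated correlation).

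Markers of other cells moved with these groups. Of 17 microglia and macrophage markers, 11 were higher and 6 did not pass (12 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 1.7e-05), and Cx3cr1, the fractalkine receptor, was at 10.4 ± 3.54 CPM against 0.0960 ± 0.136 in SP-Tregs. For CD8 and NK cells, 5 of 10 were higher and 5 not past the threshold (5 higher adjusted over the list alone), including Cd8a (2.83) and Nkg7 (2.49) (camera, adjusted p = 0.013, and adjusted p = 0.067 with an estimated correlation). For neutrophils and dendritic cells, 5 of 6 were higher and 1 not past the threshold (5 higher adjusted over the list alone), with Flt3 at 7.21 ± 3.56 and Siglech at 5.47 ± 0.432 CPM and no count of either in SP-Tregs (camera, adjusted p = 0.00086). B and plasma cell markers had 3 higher, 1 lower and 10 not past the threshold among 14 (3 higher and 1 lower adjusted over the list alone), with the higher ones the antigen presentation genes H2-Aa (1.84), H2-Ab1 (1.58) and Cd74 (1.55) (camera, adjusted p = 0.53).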

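iB-Tregs (B) had higher levels of cell division and myeloid genes than splenic Tregs, and, only at the preset correlation of the list test, higher levels of effector genes and lower levels of naive T cell and B cell genes (n = 2 libraries per group). With an estimated correlation, camera called 2 lists in this comparison, the cell cycle and the microglia and macrophage markers, against 13 at the preset one. Of the genes tested, 5433 were higher and 4468 lower in iB-Tregs (B) than in SP-Tregs, and 3507 and 2514 of these changes were over 2-fold. The libraries of these groups also differed in kinds of RNA and in total count, so these numbers cannot be assigned to co-culture alone. The cell cycle list was higher in 27 of 28 genes (27 adjusted over the list alone), with Kif11, a mitotic motor (4.69), Aurkb (4.18) and Cdc20 (4.06) (camera, adjusted p = 1.4e-07). The inhibitory receptor gene Ctla4 had a log2 fold change of 3.97 (standard error 0.09, adjusted p = 6.4e-16). Foxp3, the transcription factor that defines Tregs, was at 237 ± 3.35 CPM in iB-Tregs (B) and 688 ± 19.9 in SP-Tregs, a log2 fold change of -1.53 (standard error 0.06, adjusted p = 1.5e-12). The paper reports marked CD25 and Foxp3 expression by FACS in all co-cultures, which was not measured here. A level of RNA in a whole library is not a level per Treg, and a smaller share of Treg RNA in (B) was not tested as the reason.

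Of 10 tissue Treg genes, 8 were higher, 1 lower and 1 did not pass (8 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 0.027, and adjusted p = 0.31 with an estimated correlation). Effector activation counted 14 higher, 2 lower and 4 not past the threshold among 20 (14 higher and 2 lower adjusted over the list alone), led by granzyme B (Gzmb, 4.49), the MHC class II ligand Lag3 (4.20) and Havcr2, which encodes the inhibitory receptor TIM-3 (4.28) (camera, adjusted p = 0.014, and adjusted p = 0.11 with an estimated correlation). Treg identity genes were divided, where 7 of 16 were higher, 7 lower and 2 not past the threshold (7 higher and 7 lower adjusted over the list alone), with Socs2 (3.46) and Capg (2.52) higher, and Ikzf2, which encodes Helios (-2.08), and Nrp1 (-1.50) lower (camera, adjusted p = 0.76). Il2ra, which encodes CD25, had a log2 fold change of 0.64. In the naive and lymphoid Treg list, 1 of 14 was higher and 13 lower (1 higher and 13 lower adjusted over the list alone), including Klf2, a transcription factor of lymphocyte trafficking (-2.59) (camera, adjusted p = 2.0e-05, and adjusted p = 0.083 with an estimated correlation). The repair list showed 13 higher and 1 lower among 14 (13 higher and 1 lower adjusted over the list alone), with Vegfa at least 309-fold higher (camera, adjusted p = 0.00057, and adjusted p = 0.078 with an estimated correlation). Among cAMP-responsive genes, 12 of 14 were higher, 1 lower and 1 not past the threshold (12 higher and 1 lower adjusted over the list alone), such as Fosl2 (5.82) and Nr4a2 (3.40) (camera, adjusted p = 0.0034, and adjusted p = 0.25 with an estimated correlation). Among immediate early genes, 13 of 17 were higher, 2 lower and 2 not past the threshold (13 higher and 2 lower adjusted over the list alone), such as Ier3 (5.86) and Jun (3.62) (camera, adjusted p = 0.0025, and adjusted p = 0.23 with an estimated correlation).

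For glycolysis, 13 of 16 were higher, 2 lower and 1 not past the threshold (13 higher and 2 lower adjusted over the list alone), with Slc16a3 (4.09), Hk2 (3.82) and Aldoa (2.58) (camera, adjusted p = 0.0025, and adjusted p = 0.11 with an estimated correlation). For cholesterol synthesis, 13 of 21 were higher, 2 lower and 6 not past the threshold (13 higher and 2 lower adjusted over the list alone), with Tm7sf2 (2.71) and Mvd (1.88) (camera, adjusted p = 0.077). For the interferon response, 13 of 22 were higher, 5 lower and 4 not past the threshold (13 higher and 5 lower adjusted over the list alone), with Bst2 (3.42) (camera, adjusted p = 0.28). For TGF-β and retinoic acid, 5 of 19 were higher, 12 lower and 2 not past the threshold (5 higher and 12 lower adjusted over the list alone), with Tgfbr3 (-5.78) and the integrin gene Itgae (-2.04) lower and Dhrs3 (3.67) higher (camera, adjusted p = 0.058).

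Myeloid genes were among the largest rises. Which cells made their RNA, or that of the repair factors above, was not determined. Spp1 was at least 2777-fold higher, Clec7a, a receptor of fungal glucans, at least 1899-fold, and the chemokine genes Ccl9 and Ccl6 at least 1318-fold and 1288-fold. The 10 largest rises also held Arf4 and Ehd1, broadly expressed genes of membrane traffic, at least 627-fold and 614-fold higher. Of 17 microglia and macrophage markers, 17 were higher (17 higher adjusted over the list alone), with Lyz2 at 4431 ± 37.1 CPM against 0.288 ± 0.407, and Tyrobp at least 462-fold higher (camera, adjusted p = 1.4e-07). Astrocyte markers counted 15 higher and 3 not past the threshold among 18 (16 higher adjusted over the list alone), with Apoe, which macrophages also express, at 10.25, and Gja1 at least 37.6-fold higher (camera, adjusted p = 0.00014, and adjusted p = 0.061 with an estimated correlation). B and plasma cell markers went down in 13 of 14 and up in 1 (13 and 1 adjusted over the list alone), with Pax5 at least 153-fold lower and Ms4a1, which encodes CD20, at least 123-fold lower (camera, adjusted p = 0.00014, and adjusted p = 0.068 with an estimated correlation). For CD8 and NK cells, 2 of 10 were higher, 6 lower and 2 not past the threshold (2 higher and 6 lower adjusted over the list alone) (camera, adjusted p = 0.27). For neutrophils and dendritic cells, 2 of 6 were higher and 4 not past the threshold (2 higher adjusted over the list alone), with Csf3r, the receptor of G-CSF, at least 58.6-fold higher (camera, adjusted p = 0.15).

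The changes of iB-Tregs (B) and of Ischemia-Tregs against SP-Tregs correlated across 13800 genes, which are not independent replicates, with r = 0.437. Both comparisons share the SP-Treg libraries, and unchanged groups simulated 20 times against these gave a mean r of 0.581 (at most 0.613). The covariance was 2.25 against 0.211 simulated, a difference of 2.04. Of the genes higher in Ischemia-Tregs, 1732 were also higher in (B), where independent lists share 1091, and 482 were lower (897 for independent lists). Of those lower in Ischemia-Tregs, 1464 were also lower in (B) (794 for independent lists) and 374 were higher (965). Part of these excesses may come from the shared SP-Treg libraries. In a check chosen after these values were seen, each change was set against an SP-Treg library of its own. With (B) against SP-9 and Ischemia-Tregs against SP-10, r was 0.338, and with the 2 libraries exchanged 0.342, where simulated unchanged groups gave 0.0619 and 0.0353 on average (at most 0.113 and 0.0877). In these, 1275 and 1439 genes were higher in both groups (773 and 883 for independent lists), and 1050 and 1205 lower (566 and 666). The median of the microglia and macrophage markers was also above SP-Tregs (0.465 CPM) in both groups, at 126.6 in (B) and 6.34 in Ischemia-Tregs. How far such RNA raised the correlations and the overlaps was not tested, and separate SP-Treg libraries do not remove it. From the PCA and the heat map, the paper concludes that iB-Tregs have many properties of brain Tregs and are still not identical to them.

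**Figure D3:**
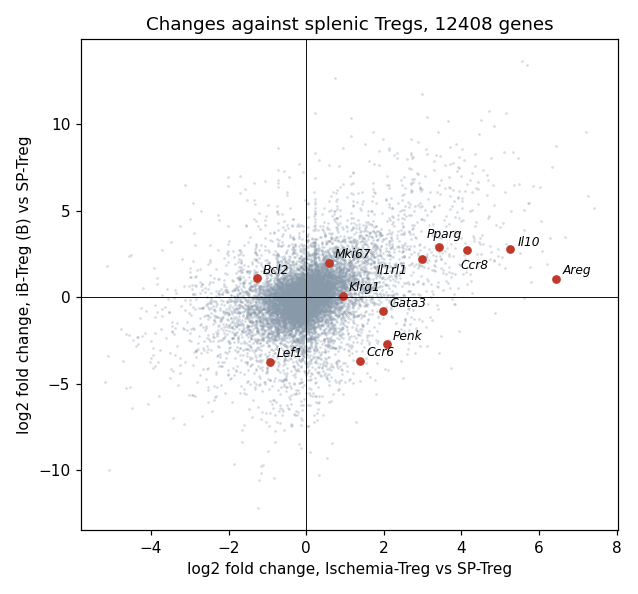
Log2 fold changes of iB-Tregs (B) against those of Ischemia-Tregs, both against SP-Tregs, for the 12408 genes with a count in each of the 3 groups, one grey point per gene and named genes in red. Il1rl1, Pparg, Ccr8, Il10 and Areg lie in the upper right part, and Gata3, Penk and Ccr6 in the lower right one.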

**Figure 3:**
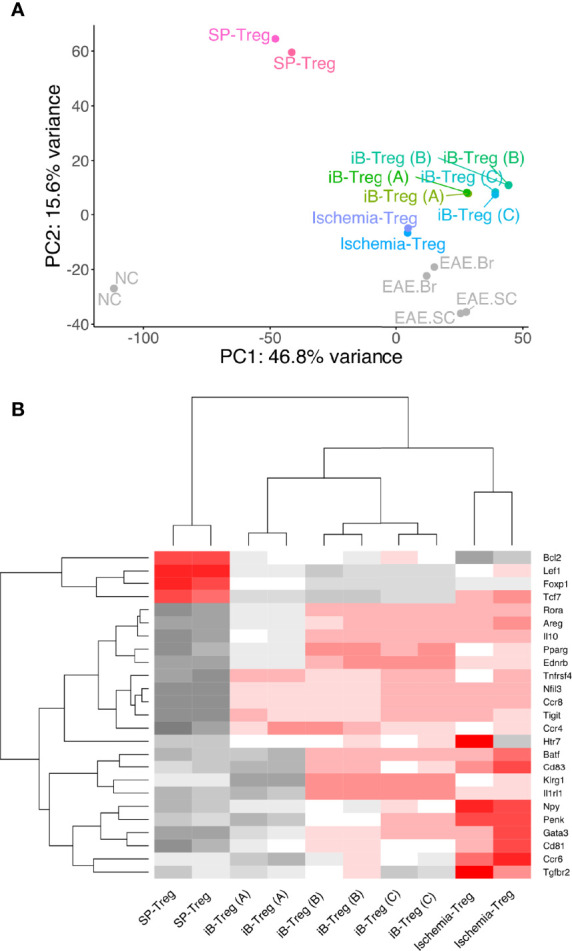
Comparison of gene expression between brain Tregs and iB-Tregs. The three iB-Treg **(A–C)** conditions were described in **Figure 2**. Total RNA of Tregs from spleen, ischemic brain, EAE brain or EAE spinal cord (SC), or iB-Tregs after 6 days of co-culture was isolated, and sequenced. **(A)** PC analysis (SP-Treg, Ischemia-Treg, iB-Treg (A), iB-Treg (B), iB-Treg (C), NC, EAE.Br and EAE.SC). **(B)** heatmap analysis [SP-Treg, Ischemia-Treg, iB-Treg (A), iB-Treg (B) and iB-Treg (C)] for representative brain Treg genes.

### iB-Tregs Preferentially Migrate Into the Brain and Ameliorate Symptoms in a Parkinson’s Disease Model

We then examined the effects of iB-Tregs after *in vivo* transfer. First, we examined the infiltration of Tregs into the brain of mice using a cerebral infarction model. After transferring iB-Tregs (A, B, and C) into T cell-deficient mice with induced cerebral infarction, we measured the number of Tregs infiltrating into the brain and the ST2 expression level. As shown in **Figure 4A**, iB-Tregs, especially B-type iB-Tregs, tended to infiltrate the injured brain more efficiently than splenic Tregs and showed highest ST2 expression. Although the differences in the number of iB-Tregs were not statistically significant, we confirmed that iB-Tregs, especially, iB-Treg (B), tended to accumulate more efficiently than splenic Tregs (**Figure 4B**).

**Figure 4:**
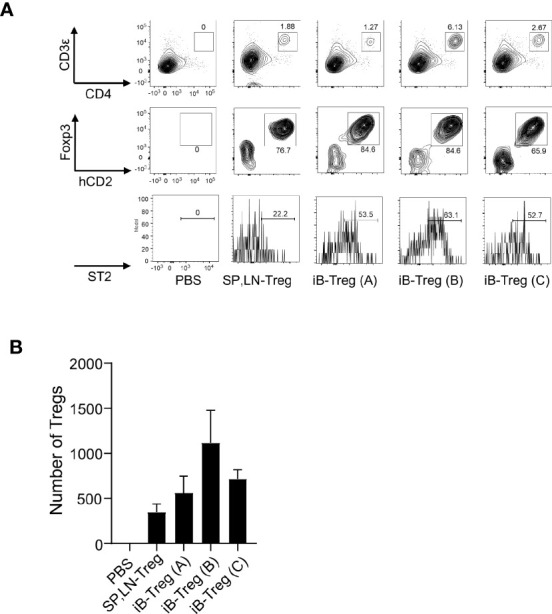
Infiltration of iB-Tregs into the injured brain. CD3-deficient mice with ischemic brain injury were generated using the MCAO model, as described. Splenic and lymph node Tregs (SP, LN-Treg) or iB-Tregs **(A–C)** after 6 days of co-culture (5 × 10^5^ cells/mice N=3-4) were transferred into the CD3-deficient mice on day 5 after stroke onset. Seven days later, ST2 expression **(A)** and cell number **(B)** of Foxp3^+^Tregs in the brain were analyzed using FACS. Data are presented as the average of three independent experiments.

In EAE, Treg transfer has been shown to improve clinical scores (18). As expected, B- and C-type iB-Tregs had a greater therapeutic effect than splenic Treg and A-type iB-Treg (**Supplementary Figures 2A, B**). Unfortunately, the number of cells that infiltrated the brain was too small to judge whether B- and C-type iB-Tregs infiltrate into the brain more efficiently than splenic Tregs or A-type iB-Tregs. This may be because T cells in the spinal cord are more important for EAE symptoms than those in the brain (19).

Next, we used a Parkinson’s disease model in which the neurotoxin 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) is administered to cause degeneration of dopaminergic neurons. T cells, especially Th17 cell, have been reported to be involved in neurodegeneration, and Tregs inhibit symptoms of the disease model (20–22). As previously reported, T-cell removal by X-ray irradiation followed by MPTP administration reduced T-cell infiltration into the brain and suppressed the decrease of tyrosine hydroxylase (TH)-positive dopaminergic neurons in the substantia nigra, the increase in the number of α-synuclein phosphorylation, and the increase in microglial activation (Iba1^+^ cells), all of which are indicators of neurodegeneration (**Supplementary Figures 3A–G**).

Then, iB-Treg transfer was performed in wild-type mice on day 3 after MPTP administration (**Figure 5A**). Although we could not definitely conclude the brain infiltration efficiency due to very low number of infiltrated T cells, it was very clear that transferred Foxp3^+^hCD2^+^ iB-Tregs was accumulated in the brain more efficiently than splenic Tregs (**Figure 5B** and **Supplementary Figure 3H**). Next, we evaluated the motor coordination using the rotarod performance test for Parkinson-related symptoms 7 days after MPTP administration. The motor dysfunction induced by MPTP was restored by the transfer of Tregs (**Figure 5C**). This recovery of motor dysfunction was more pronounced in iB-Tregs compared with splenic Tregs, and it was also more pronounced in iB-Tregs (B) and iB-Tregs (C) than in iB-Tregs (A). Inhibition of dopaminergic neuronal degeneration and inflammation in the substantia nigra measured by microglial activation and phosphorylated α-synuclein expression were also more pronounced in B- and C-type iB-Tregs compared with splenic Tregs and iB-Tregs (A) (**Figure 5D**). These data strongly support our proposal that the astrocyte co-culture system, in the presence of IL-33 and serotonin, can generate genetical and functional brain Treg-like cells *in vitro*.

**Figure 5:**
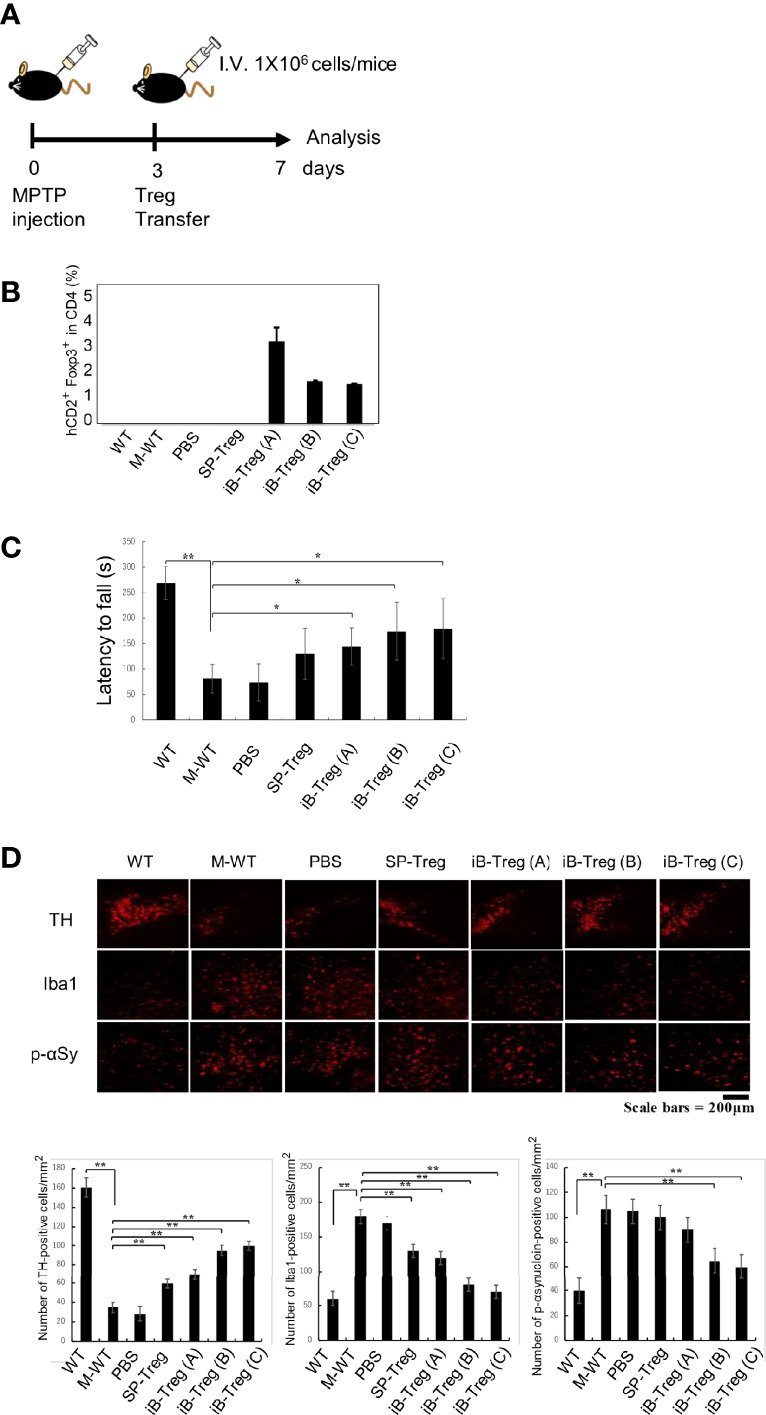
Therapeutic effects of iB-Tregs on a Parkinson’s disease model. **(A)** Parkinson’s disease model protocol. After 2 days of training, MPTP (20 mg/kg body weight) was administrated four times every 2 h and Tregs (1×10^6^) were injected intravenously on day 3 after MPTP treatment and analyzed on day 7. **(B–D)** MPTP-induced inflammation and injury of the substantia nigra. **(B)** Infiltrated T cells and Treg cells in the brain of MPTP-treated mice were analyzed using FACS, and the fraction of Foxp3^+^hCD2^+^ cells in the brain were estimated. **(C)** The rod test score for MPTP-treated mice in control, PBS-transfected (PBS), splenic Treg-transfected (SP-Treg), and iB-Treg-transfected **(A–C)** groups. **(D)** Dopaminergic neurons were stained with anti-TH antibody, activated microglia cells were stained with anti-Iba1(Iba1) antibody, and neural damage was stained with anti-p-αSynuclein antibody, and the images were quantified. * P<0.05 ** P<0.01.

## Discussion

Tissue Tregs, which are naturally resident in various organs or accumulate in damaged tissues, have been extensively studied in recent years. It has been shown that tissue Tregs gradually acquire their characters in their lymph nodes and then become mature tissue Tregs within tissues (4–6, 23). However, environmental factors that are necessary for tissue Treg development remain to be elucidated. In this study, we attempted to generate tissue Tregs, especially brain Tregs, *in vitro*. To the best of our knowledge, no *in vitro* methods to induce tissue Tregs have been reported to date. Using a mouse cerebral infarction model, we showed that brain Tregs are activated and proliferate in both cervical lymph nodes and in the brain through the action of IL-2, IL-33, and serotonin (10). Brain Tregs have also been shown to interact with astrocytes and regulate astrogliosis through Areg. On the basis of this evidence, we hypothesized that Tregs mature into brain Tregs by receiving signals from the microenvironment of the brain tissue. We, therefore, co-cultured brain Tregs with brain cells such as astrocytes and microglia. At first, we thought that microglia, which also function as antigen-presenting cells expressing class II major histocompatibility complex (MHC), could stimulate Tregs that recognize antigens presented on class II-MHCs. However, Tregs did not proliferate in co-culture with microglia and many died. The reason that microglia cells can inhibit Treg proliferation is unknown, but we speculate that they may secrete growth inhibitory or cytotoxic factors such as IL-6 and kynureine (24). On the other hand, Tregs proliferated significantly and expressed activation markers of Tregs such as Foxp3 and CD25 at high levels when they were co-cultured with astrocytes. Astrocytes activated Tregs in an adhesion-dependent manner. Integrins and transforming growth factor β (TGF-β) are likely candidates as activators (25). Retinoic acid may be involved in Foxp3 expression, since retinaldehyde dehydrogenases are shown to be expressed in primary astrocytes (26). We found that some notch genes were expressed on Tregs and *Jag1* was expressed on astrocytes. Therefore, it is possible that Jag1 on astrocytes is involved in induction of Treg proliferation. In addition, several semaphorins, such as *Sema4a*, *Sema5b*, and *Sema6d*, were highly expressed on astrocytes, and on the other hand, semaphorin receptors, including Neuopillin-1 (*Nrp1*), which has been shown to be important for Treg survival (27), were highly expressed on Tregs. Thus, Semaphorin signaling may also be involved in an adhesion-dependent manner.

However, co-culture with astrocytes alone did not induce expression of tissue Treg signature genes such as GATA3, PPARγ, KLRG1, and ST2. Therefore, we added various cytokines and bioactive substances to the co-culture system and showed that IL-4 was the most potent inducer of GATA3, PPARγ, and ST2. However, IL-4 strongly inhibited Treg proliferation in the co-culture system and did not induce KLRG1 expression. 

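In iB-Tregs (A), which had astrocytes but neither IL-33 nor serotonin, Gata3, Klrg1 and Il1rl1 stood below SP-Tregs, and Pparg did not differ by the test (n = 2 libraries per group). Gata3 was at 67.7 ± 4.61 CPM in (A), a log2 fold change against SP-Tregs of -1.54 (standard error 0.14, adjusted p = 5.3e-08). Klrg1 was at 0.881 ± 0.213 CPM, with -4.81 (standard error 0.29, adjusted p = 1.9e-10). Il1rl1 was at 8.40 ± 0.876 CPM, with -2.39 (standard error 0.21, adjusted p = 3.2e-08). Pparg was at 2.53 ± 0.0334 CPM, with 0.77 (standard error 0.48, adjusted p = 0.15). All 4 genes were higher in iB-Tregs (B) than in (A), with log2 fold changes of 0.74 (standard error 0.13, adjusted p = 0.00091) for Gata3, 4.89 (standard error 0.25, adjusted p = 2.8e-10) for Klrg1, 4.62 (standard error 0.17, adjusted p = 3.2e-12) for Il1rl1 and 2.11 (standard error 0.23, adjusted p = 5.8e-06) for Pparg. Against SP-Tregs, 8 heat map genes of brain Tregs were higher and 9 lower in (A). The (A) libraries held macrophage markers too, and a lowering of Treg genes by a smaller share of Treg RNA was not tested.

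With IL-33 and serotonin, 1239 genes were higher and 935 lower in (B) than in (A), 438 and 61 of them by over 2-fold. The total number of genes called, 2174, fell to 986 without A-Treg1, 1164 without A-Treg2, 904 without B-Treg1 and 888 without B-Treg2. It rose to 4285 with only the 4 libraries compared in the fit, 4051 with the 6 iB-Treg libraries and the replicate number as a block, and 4435 with the 6 iB-Treg libraries and every gene ID, so the number depends on the libraries in the fit. The largest rises included Il5 (30.7 ± 1.21 CPM in (B), 0.184 ± 0.183 in (A)) and Il13 (14.0 ± 0.263 and 0.132 ± 0.109), cytokine genes of type 2 helper cells, and Timp1, an inhibitor of matrix proteases (7.32). Chil3, a chitinase-like protein of alternatively activated macrophages, was at least 1275-fold higher, and Mgl2, a macrophage lectin, was at 32.8 ± 1.57 against 0.162 ± 0.155 CPM. The largest falls included Ctsk, a cysteine protease (-3.60), the actin bundler Fscn1 (-3.02), and the MHC class II genes H2-Eb1 (-2.53), H2-Aa (-2.28) and H2-Ab1 (-1.86). Of 17 microglia and macrophage markers, 12 were higher, 1 lower and 4 did not pass (13 higher and 1 lower adjusted over the list alone), with Trem2 (1.53), Cd68 (1.23) and Itgam (1.20) higher and Cx3cr1 lower (-1.50) (camera, adjusted p = 1.1e-05). Of 18 astrocyte markers, 3 were higher and 15 did not pass (3 higher adjusted over the list alone), with Gja1 (1.09) and Apoe (0.92) (camera, adjusted p = 0.64).

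For the T helper list, 5 of 10 were higher, 1 lower and 4 not past the threshold (5 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 0.087). For IL-33 signalling, 4 of 15 were higher and 11 not past the threshold (5 higher and 1 lower adjusted over the list alone), with Tnfaip3 at 0.31 (camera, adjusted p = 0.0096, and adjusted p = 0.14 with an estimated correlation). The calls of Il1rap (0.52 to 0.70) and Irak3 (0.62 to 0.84) were lost on leaving out any 1 of the libraries compared. For serotonin receptors and handling, 1 of 4 was higher, 1 lower and 2 not past the threshold (2 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 0.40). In the heat map brain Treg list, 12 of 19 were higher and 7 not past the threshold (14 higher adjusted over the list alone), and in the RT-qPCR list, 9 of 10 were higher and 1 not past the threshold (10 higher adjusted over the list alone) (camera, adjusted p = 6.4e-13, and adjusted p = 0.066 with an estimated correlation, for the first, and adjusted p = 3.8e-14, and adjusted p = 0.066 with an estimated correlation, for the second). Tissue Treg genes had 7 higher, 1 lower and 2 not past the threshold among 10 (7 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 3.6e-06, and adjusted p = 0.10 with an estimated correlation). Of the effector activation genes, 10 were higher, 1 lower and 9 did not pass (11 higher and 1 lower adjusted over the list alone), including Cd83 (1.41), Gzmb (1.27), Icos (1.21) and Prdm1 (1.19) (camera, adjusted p = 1.1e-05). Repair factors had 9 higher, 1 lower and 4 not past the threshold among 14 (11 higher and 1 lower adjusted over the list alone) (camera, adjusted p = 1.1e-05). Among the higher ones were osteopontin (Spp1, 2.70) and the growth factor Igf1 (1.90). The libraries also held macrophage markers, so which cells made the RNA of these factors was not determined. All 28 measured cell cycle genes were lower in (B) than in (A) (28 adjusted over the list alone), with Ccnb1 (-0.76), Tyms (-0.76) and Mcm5 (-0.72) among them (camera, adjusted p = 3.3e-18). Whether a smaller share of Treg RNA in (B) lowered these and the Treg identity genes was not tested. Treg identity genes had 7 lower and 9 not past the threshold among 16 (7 lower adjusted over the list alone), with Gpr83 (-0.77) and Nrp1 (-0.51) (camera, adjusted p = 0.0036, and adjusted p = 0.078 with an estimated correlation). The log2 fold change of Foxp3, -0.29, lost its call on leaving out 1 library (without B-Treg1 -0.30 and without B-Treg2 -0.27). Il2ra (-0.24 to -0.13) and Il2rb (-0.26) lost theirs on leaving out any 1 of the libraries compared.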

We are skeptical that IL-4 is actually involved in the development of brain Tregs because IL-4 expression was barely detectable in the brain *in vivo* in our stroke experiments. On the other hand, IL-33 is a reasonable candidate because IL-33 is known to be involved in proliferation and maturation of almost all tissue Tregs. We also found that serotonin alone induces Htr7 expression, which is characteristic of brain Tregs but not in other tissue Tregs (10). Although the molecular mechanism is currently unknown, Htr7 signals may have a positive feedback induction mechanism. Further study is needed to clarify the complex mechanism of brain Treg induction *in vitro*.

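Set directly against Tregs of the ischemic brain, and at the preset correlation of the list test, iB-Tregs (B) had lower levels of most measured brain Treg genes, chemokine receptors and cAMP-responsive genes, and higher levels of cell division, cholesterol synthesis and myeloid genes (n = 2 libraries per group). With an estimated correlation, camera called 0 lists in this comparison, against 17 at the preset one. The test fry called 30, but it tests a list against no change and not against the other genes. Of the genes tested, 5280 were higher and 4232 lower in (B), 3275 and 2294 by over 2-fold. Here too, the libraries of the 2 groups differed in kinds of RNA and in total count. Of 19 heat map genes of brain Tregs, 1 was higher, 16 lower and 2 did not pass (1 higher and 18 lower adjusted over the list alone) (camera, adjusted p = 1.6e-05, and adjusted p = 0.16 with an estimated correlation). Penk had a log2 fold change of -4.78 (standard error 0.12, adjusted p = 3.8e-15), Rora of -3.81 (standard error 0.09, adjusted p = 1.1e-15) and Gata3 of -2.78 (standard error 0.14, adjusted p = 1.7e-11), while Pparg, at -0.53 (adjusted p = 0.052), and Batf, at -0.22 (adjusted p = 0.065), did not pass the test. Nfil3 was at -0.20, a call lost on leaving out 1 library (without B-Treg1 -0.17, without B-Treg2 -0.20 and without Ischemia-3 -0.12).

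Of 15 chemokine receptors, 2 were higher, 12 lower and 1 did not pass (2 higher and 12 lower adjusted over the list alone), where Cxcr3 (-3.45), Ccr2 (-3.35) and Ccr8 (-1.43) were lower and Ccr1, a receptor also of myeloid cells, was higher (4.52, and 5.31 without Ischemia-4) (camera, adjusted p = 0.00035, and adjusted p = 0.064 with an estimated correlation). Of 14 cAMP-responsive genes, 12 were lower and 2 did not pass (1 higher and 12 lower adjusted over the list alone), such as Rgs2 (-4.31) and Sik1 (-3.41) (camera, adjusted p = 7.5e-06, and adjusted p = 0.12 with an estimated correlation). Of 17 immediate early genes, 4 were higher, 12 lower and 1 did not pass (4 higher and 12 lower adjusted over the list alone), including Btg2 (-3.78) and Dusp1 (-3.41) (camera, adjusted p = 0.0080, and adjusted p = 0.24 with an estimated correlation). A response to dissociation of the brain was not separated out in either of these 2 lists. The TGF-β and retinoic acid list had 3 higher, 13 lower and 3 not past the threshold among 19 (3 higher and 13 lower adjusted over the list alone), including Tgfbr3 (-3.43), Itgae (-3.12) and Smad7 (-2.55) (camera, adjusted p = 0.00099, and adjusted p = 0.064 with an estimated correlation). In the interferon response, 6 of 22 were higher, 14 lower and 2 not past the threshold (6 higher and 14 lower adjusted over the list alone), with Ifi44 at -3.84 (camera, adjusted p = 0.073). Ifng, which encodes interferon-γ, was lower by the test, at -5.75 (-5.15 without Ischemia-3 and -6.69 without B-Treg1), in a T helper list where 4 of 10 were higher, 5 lower and 1 not past the threshold (4 higher and 5 lower adjusted over the list alone) (camera, adjusted p = 0.48). In the cell cycle list, 23 of 28 were higher, 2 lower and 3 not past the threshold (23 higher and 2 lower adjusted over the list alone), including Kif11 (4.04) and Cdc20 (2.85) (camera, adjusted p = 0.00024, and adjusted p = 0.052 with an estimated correlation). Among cholesterol synthesis genes, 15 of 21 were higher, 1 lower and 5 not past the threshold (15 higher and 1 lower adjusted over the list alone), including Mvd (3.96) and Lss (2.86) (camera, adjusted p = 0.0025, and adjusted p = 0.064 with an estimated correlation). Among effector genes, 6 of 20 were higher, 11 lower and 3 not past the threshold (6 higher and 11 lower adjusted over the list alone), including Il12rb2 (3.15), Lag3 (2.92) and Cd69 (-2.09) (camera, adjusted p = 0.16). Among Treg identity genes, 8 of 16 were higher, 7 lower and 1 not past the threshold (8 higher and 7 lower adjusted over the list alone), with Ikzf2 (-2.48), Nrp1 (-2.43) and Foxp3 (-1.74) lower and Socs2 (3.10) higher (camera, adjusted p = 0.71).

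The largest rises held myeloid genes and broadly expressed ones, all with no count in Ischemia-Tregs. Which cells made the myeloid RNA was not determined. A smaller share of Treg RNA in (B) was not tested as a reason for the lower brain Treg genes. Arg1, the arginase of alternatively activated macrophages, was at least 2908-fold higher, Ehd1, a broadly expressed gene of endosome recycling, at least 523-fold, the scavenger receptor Msr1 at least 463-fold, Cdk2ap2, a broadly expressed cell cycle regulator, at least 366-fold, Il1a, which encodes interleukin-1α, at least 342-fold and the macrophage surface gene Adgre1 at least 315-fold. Of 17 microglia and macrophage markers, 16 were higher and 1 did not pass (17 higher adjusted over the list alone) (camera, adjusted p = 4.7e-06, and adjusted p = 0.052 with an estimated correlation). Of 18 astrocyte markers, 12 were higher and 6 did not pass (12 higher adjusted over the list alone) (camera, adjusted p = 0.00024, and adjusted p = 0.052 with an estimated correlation). Of 14 B and plasma cell markers, 13 were lower and 1 did not pass (13 lower adjusted over the list alone) (camera, adjusted p = 8.0e-06, and adjusted p = 0.052 with an estimated correlation). The largest falls also held RNAs without a poly(A) tail, such as Rpph1 (-10.90).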

iB-Tregs that were generated using our method showed a gene expression pattern that was similar, but not identical, to that of brain Tregs. 

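Ccr6, the receptor of the chemokine CCL20 (ENSMUSG00000040899, chromosome 17 from 8236043 to 8257141 of GRCm38), was measured at 74.7 ± 11.9 CPM in Ischemia-Tregs, 28.6 ± 0.533 in SP-Tregs, 0.983 ± 0.161 in iB-Tregs (A) and 2.26 ± 0.376 in (B) (n = 2 libraries per group). Its log2 fold change in iB-Tregs (B) was -5.05 (standard error 0.20, adjusted p = 1.3e-12) against Ischemia-Tregs and -3.65 (standard error 0.22, adjusted p = 2.0e-10) against SP-Tregs. Between (B) and (A) it was 1.19 (standard error 0.31, adjusted p = 0.015), a call that was lost on leaving out 1 library (without A-Treg1 1.37, without A-Treg2 1.04 and without B-Treg1 1.01). Areg (ENSMUSG00000029378, chromosome 5 from 91139599 to 91148432) was measured at 256 ± 72.0 CPM in Ischemia-Tregs, 2.98 ± 0.419 in SP-Tregs, 1.15 ± 0.220 in iB-Tregs (A), 6.12 ± 0.352 in (B) and 7.42 ± 0.660 in (C). Its log2 fold change in (B) against Ischemia-Tregs was -5.39 (standard error 0.18, adjusted p = 1.2e-13), and against (A) it was 2.41 (standard error 0.31, adjusted p = 3.4e-05). Against SP-Tregs, the change of Areg in (B) was 1.06 (standard error 0.40, adjusted p = 0.025), and it no longer passed on leaving out 1 library (without SP-10 1.21 and without SP-9 0.92).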

The expression of CCR6, which is important for brain infiltration, was somewhat decreased, and the expression of Areg, which is an important tissue repair factor, was also low. It is likely that the iB-Tregs generated using the current method are early brain Tregs that are similar to those generated in cervical lymph nodes. Thus, further development and maturation in the brain may be necessary to become mature brain Tregs. Identification of maturation factors in the brain is important for the future generation of complete brain Tregs *in vitro*. Another important issue is that the TCR specificity of iB-Tregs. iB-Tregs expanded by anti-CD3 antibodies may not specifically recognize brain antigens. This may be a reason why the infiltration efficiency into the brain was lower than expected when iB-Tregs were transferred into brain disease models. To obtain complete brain Tregs in the future, it is important to identify and isolate TCRs that are specific for brain antigens and introduce them into iB-Tregs.

We expected that iB-Tregs (C) work better than iB-Tregs (B) due to higher chemokine receptor genes expression. However, *Htr7* and *Ccr6* expression is rather lower in iB-Tregs (C) than in iB-Tregs (B). 

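Htr7 was near the limit of detection in both groups, with 1 and 0 counts in the iB-Treg (B) libraries and 0 and 1 in the (C) libraries, so a difference was not detectable at this depth. Ccr6 was at 2.02 ± 0.268 CPM in iB-Tregs (C), a log2 fold change against (B) of -0.16 (standard error 0.27, adjusted p = 1.0), which did not pass the test (n = 2 libraries per group). With the chemokines CCL1 and CCL20 added, 5 genes were higher and 12 lower in (C) than in (B) by edgeR, 848 had an unadjusted p under 0.05, and DESeq2 called 85. The edgeR number fell from 17 to 0 without B-Treg1, 1 without B-Treg2, 3 without C-Treg1 and 0 without C-Treg2. It rose to 856 with only the 4 libraries compared in the fit, 487 with the 6 iB-Treg libraries and the replicate number as a block, 526 with the 6 iB-Treg libraries and every gene ID, and 124 without the filter on low counts, so the number of genes that differ between (C) and (B) stays unsettled.

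The largest fall was in Sparc, a matrix protein of astrocytes and stromal cells, at 3.60 ± 0.407 CPM in (C) and 11.9 ± 0.504 in (B), a log2 fold change of -1.73 (standard error 0.30, adjusted p = 0.037) (without B-Treg1 -1.77, without B-Treg2 -1.68, without C-Treg1 -1.62 and without C-Treg2 -1.85, none of them past the threshold). Tph1, which encodes an enzyme of serotonin synthesis, had a log2 fold change of -0.83 (standard error 0.13, adjusted p = 0.014) (without B-Treg1 -0.78, without B-Treg2 -0.87, without C-Treg1 -0.73 and without C-Treg2 -0.92, all lost). Spp1 had a log2 fold change of 0.43 (standard error 0.07, adjusted p = 0.014) (without B-Treg1 0.42, without B-Treg2 0.44, without C-Treg1 0.47 and without C-Treg2 0.38, all lost). Of 18 astrocyte markers, 1 was lower and 17 did not pass (7 lower adjusted over the list alone) (camera, adjusted p = 4.1e-10). Of 17 microglia and macrophage markers, 2 were lower and 15 did not pass (10 lower adjusted over the list alone) (camera, adjusted p = 0.0002, and adjusted p = 0.060 with an estimated correlation). The 21 cholesterol synthesis genes stood lower as a list (camera, adjusted p = 4.2e-06), with 3 lower adjusted over the list alone. In the RT-qPCR list, 1 gene was higher adjusted over the list alone (camera, adjusted p = 0.024, and adjusted p = 0.50 with an estimated correlation).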

We have shown that deletion of *Htr7* and *Ccr6* in Tregs markedly reduced their ability to infiltrate and proliferate in the brain after cerebral infarction (10). Therefore, iB-Tregs (B) are closer to brain Tregs present in ischemic brain. On the other hand, iB-Tregs (C) seem to ameliorate Parkinson’s disease model more efficiently than iB-Treg (B), although serotonin is considered to be therapeutic to Parkinson’s disease. 

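Over all genes, iB-Tregs (C) lay 135 from Ischemia-Tregs and 144 from SP-Tregs on the rlog scale, a ratio of 0.935 (SD 0.0175 over the library pairs), which differed from the ratio of (B) by less than that SD. The distance between (B) and (C) was 22.5, close to the 19.6 between the 2 libraries of (C). Of 13800 genes, 9404 differed between (C) and Ischemia-Tregs and 9512 between (B) and Ischemia-Tregs, by the same edgeR test (n = 2 libraries per group). Among the brain Treg genes, Il1rl1 was at 210.1 ± 4.87 CPM in (C) and Ccr8 at 100.4 ± 0.584 in (C) and 90.8 ± 0.725 in (B), with 244 ± 18.1 in Ischemia-Tregs. Il10, at 8.77 ± 1.19 in (B), 10.3 ± 1.25 in (C) and 47.5 ± 2.62 in Ischemia-Tregs, did not pass the test between (C) and (B) (0.23, adjusted p = 1.0). Ctla4 (-0.01, adjusted p = 1.0) and Gata3 (0.09, adjusted p = 1.0) did not pass it either. The changes of (C) against SP-Tregs correlated across genes with those of Ischemia-Tregs at r = 0.442, with 0.580 on average for simulated unchanged groups and a covariance of 2.23 against 0.211 simulated. In both, 1753 genes were higher and 1443 lower, where independent lists share 1084 and 786, and part of this excess may come from the SP-Treg libraries that both comparisons share. With an SP-Treg library of its own for each change, r was 0.339 with (C) against SP-9 and 0.344 with (C) against SP-10, where simulated unchanged groups gave 0.0593 and 0.0354 on average. In these, 1278 and 1458 genes were higher in both groups (771 and 879 for independent lists), and 1041 and 1207 lower (561 and 663). Macrophage markers also stood above SP-Tregs in both groups, and their part in these values was not tested. The genes changed between (C) and (B) included 8 that were lower in (C) and higher in Ischemia-Tregs than in SP-Tregs (2.41 for independent lists). There were 2 that were higher in both (1.00 for independent lists). Among the changed genes were the astrocyte marker Sparc and the macrophage markers Cx3cr1 and Csf1r. These few genes thus may not measure a likeness of the Tregs, and most calls were lost on leaving out 1 library.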

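Penk was at 13.8 ± 0.420 CPM in iB-Tregs (C), 8.99 ± 0.412 in (B) and 4.70 ± 0.810 in (A), against 59.3 ± 7.80 in SP-Tregs and 247 ± 9.88 in Ischemia-Tregs (n = 2 libraries per group). The counts were 245 and 247 in the (C) libraries and 169 and 157 in the (B) libraries, so that both libraries of (C) stood above both of (B). The log2 fold change between (C) and (B) was 0.62 (standard error 0.13, adjusted p = 0.096) by edgeR, which did not pass the threshold. DESeq2 gave 0.61, edgeR on only these 4 libraries 0.62, and a fit with the replicate number as a block 0.62, all of which passed it. Between (B) and (A), the log2 fold change of Penk was 0.94 (standard error 0.16, adjusted p = 0.00051).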

We notice that *Penk* expression is higher in iB-Tregs (C) than in iB-Treg (B). *Penk* overexpression in neurons has been shown to ameliorate Parkinson’s disease (28). Therefore, it is ideal to generate iB-Tregs expressing functional genes present in both iB-Tregs (B) and (C) to ameliorate symptoms in Parkinson’s disease.

Despite such limitations, a method to generate a large number of brain-specific Tregs *in vitro* may be important for developing new therapies against brain inflammatory diseases. For example, naïve Treg transfer or Treg upregulation by IL-2/IL-2 antibody complexes have been reported to alleviate symptoms of cerebral infarction models (11, 29). If we can use iB-Treg transfer for brain infarction, the therapeutic effects may be higher than those of naïve Tregs. Tregs were reported to play important regulatory roles in the neurological symptoms of neurological diseases. In this study, we demonstrated that iB-Treg transfer more effectively ameliorates Parkinson’s disease than conventional Tregs. Brain Tregs may also be therapeutic for various cerebrospinal diseases such as spinal cord injury, multiple sclerosis, and neurodegenerative diseases including as Alzheimer’s disease. Using our experimental system, it is difficult to distinguish whether iB-Tregs function inside the brain or in the secondary lymphoid organs. For clinical application, it is necessary to consider gene expression differences in tissue Tregs between mice and humans. For example, human tissue Tregs in several organs do not express ST2 (30). Considering such differences in gene expression of tissue Tregs, it is extremely important to examine cytokines and other stimuli for human iB-Treg generation. Nevertheless, our study proposes that induction of mature brain-specific Tregs may be a novel therapeutic approach to alleviate symptoms in stroke and other CNS diseases.

## Materials and Methods

### Mice

C57BL/6J mice were purchased from Tokyo Laboratory Animals Science Co., Ltd. (Tokyo, Japan). *Foxp3-hCD2 and Cd3ϵ^−/−^* mice were described previously (10, 31, 32). Mice, aged 8–12 weeks and weighing 20–30 g were used under co-housing conditions in specific pathogen-free facilities. Animal experiments were performed in strict accordance with the recommendations in the Guidelines for Proper Conduct of Animal Experiments of the Science Council of Japan. All experiments were approved by the Animal Research Committee and Ethics Committee of Keio University and Kyushu University.

### Primary Neonatal Mouse Brain Cultures

Primary mouse glial cells were prepared as previously described (15–17). Briefly, neonatal mouse brains were excised and the meninges were removed. The isolated brains were minced, treated with trypsin and DNase I, and the cell fraction was passed through a 100 µm cell strainer followed by seeding into poly-L-lysine-coated T75 flasks. Cells were cultured in a CO_2_ incubator for overnight in DEME medium containing 10% FCS supplemented with 4 mM L-glutamine. After 10–20 days, the microglia fraction was collected by gently rotating the flasks and floating cells were seeded (2×10^6^ cells) into T25 flasks. After incubation for 3 h in a CO_2_ incubator, attached cells were washed with serum-free DMEM medium and further cultured for overnight in the serum free medium. Astrocytes were cultured in an air shaker at 37°C for 1 day with shaking (130 times/min), washed with PBS, and further cultured in a CO_2_ incubator for 24 h with DEME medium containing 10% FCS supplemented with 4 mM L-glutamine. The cells were then trypsinized, passed through a cell strainer (100 µm), seeded (2×10^6^ cells) into T25 flasks, and cultured in a CO_2_ incubator for 1 week. Astrocytes accounted for more than 90% of the total.

### Co-Culture With Tregs

Tregs were isolated from the spleen and lymph nodes of *Foxp3-hCD2* knock-in mice as described previously (9). hCD2^+^ T cells were isolated using EasySep Mouse APC-Positive Selection kit (VERITAS) using FITC-conjugated anti-mouse CD4 monoclonal antibody (mAb) (RM4-5; eBioscience™), APC-conjugated anti-hCD2 mAb (RPA-2.10; eBioscience™), and Fixable Viability Dye eFluor™ 780 (eBioscience™) to exclude dead cells. Tregs were further sorted using a cell sorter (SH800; SONY Biotechnology). Tregs and glial cells were co-cultured using the method described below. The culture medium was removed from the semi-confluent glial cells culture, and the Treg cells (1.0 × 10^6^/well) were then added and cultured in the presence of 2-mercaptoethanol (×1000 dilution), anti-CD3 antibody (2 μg/mL), anti-CD28 antibody (2 μg/mL), and IL-2 (20 ng/mL) for 3–6 days. Half of the medium was changed every 2 days. Anti-CD3 and anti-CD28 antibodies were added only on the first day. Various cytokines were added at the indicated concentrations described below. To prepare the CM, semi-confluent astrocytes or microglia (2×10^5^/well) in 24 well dishes were washed three times using serum-free medium, cultured in DEME medium containing 10% FCS supplemented with 4 mM L-glutamine for 24 h, collected in sterile tubes, and stored at −25°C until use. CM (0.5 mL/well) was added to the 0.5 mL Treg culture in 24-well dishes.

All cytokines were purchased from Peprotech, and CCL20 and CCL1 were purchased from BioLegend. Final concentrations were indicated as follows: IL-2 (20 ng/mL), IL1-β (20 ng/mL), IL-4 (20 ng/mL), IL-6 (20 ng/mL), IL-10 (20 ng/mL), IL-33 (20 ng/mL), tumor necrosis factor α (20 ng/mL), EGF (20 ng/mL), TSLP (20 ng/mL), macrophage–colony-stimulating factor (20 ng/mL), BDNF (20 ng/mL), Areg (20 ng/mL), CCL20 (20 ng/mL), and CCL1 (20 ng/mL). All the following chemicals were from Sigma-Aldrich: prostaglandin E2 (1 μM), pioglitazone hydrochloride (1 μg/mL), LPS (500 ng/mL), Vitamin A (25 nM), Vitamin C (10 μg/mL), and serotonin hydrochloride (10 μM).

### FACS and Quantitative PCR Analysis

Co-cultured cells in flasks were collected with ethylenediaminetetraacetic acid, centrifuged, and resuspended with MACS buffer. After treatment with Fc blockers (anti-CD16/32 antibody) at 4°C for 30 min, cells were washed and stained with the indicated antibodies at 4°C for 30 min for FACS analysis. For qPCR, hCD2^+^ T cells were isolated using auto-MACS (Miltenry) and analyzed using real time (RT)-qPCR (Bio-Rad), as reported previously (9, 33). For total cell RNA sequencing (RNAseq) analysis, hCD2^+^ T cells were also isolated using the auto-MACS, and total RNA was purified using a MagMAX mirVana Total RNA Isolation Kit (Thermo Fisher).

The following antibodies for FACS were purchased from eBioscience™: rat BV480- conjugated anti-mouse CD196 (CCR6), rat BV480- conjugated IgG2a, κ isotype control, PerCP-eFluor 710-labeled anti-IL-33R (ST2) mAb (RMST2-33), rat PerCP-eFluor 710-labeled IgG2b kappa isotype control (eB149/10H5), PE-Cyanine7-labeled anti-KLRG1 mAb (2F1), PE-Cyanine7-labeled Syrian hamster IgG isotype control, rat biotin-conjugated anti-mouse CD198 (CCR8) mAb, rat biotin-conjugated κ isotype control antibody, PerCP-eFluor™ 710 conjugated streptavidin, APC-conjugated anti-CD4 mAb (RM4-5), APC, rat BV480- conjugated anti-mouse CD19 mAb, rat BB515-labeled anti-CD11b mAb, PE-conjugated anti-Foxp3 mAb, PE-conjugated anti-CD25 (PC61.5) mAb, rat BB700-labeled anti-mouse CD8a mAb, and PE-Cyanine7-conjugated CD45 mAb (30-F11).

### Parkinson’s Disease and Other Brain Disease Models

A 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine (MPTP) solution (100 µL) was injected intraperitoneally at 20 mg/kg body weight four times every 2 h, as described in a previous report (12). Three days after the last injection, Tregs were adoptively transferred into MPTP-treated recipient mice (n=5–7 mice). Seven days after MPTP injection, mice were sacrificed and the brains were processed for immunohistochemical analysis. To assess the effect of MPTP on behavior, the rotarod test was performed to measure motor coordination (34). The acceleration mode (2–16 rpm for at least 2 min) and constant velocity mode (16 rpm for 5 min) were performed as training periods for 2 days before MPTP administration. In the real rotarod test, the rod was rotated in the constant velocity mode (16 rpm) and the time until the mice fell from the rod was measured. EAE and cerebral infarction models were performed as previously described (35, 36).

### Mouse Model of Ischemic Stroke

Male mice, aged 8–12 weeks and weighing 20–30 g, were used for focal brain ischemia experiments (10). There was no significant difference in weight or age between wild-type mice and any of the knockout groups. We used a transient MCAO model that was constructed using an intraluminal suture. The method of inducing this transient suture MCAO model was previously described (10). The mice were anaesthetized with isoflurane in a mixture of 70% nitrous oxide and 30% oxygen. During the MCAO procedure, the head temperature was kept at 36°C using a heat lamp. Sixty minutes after MCAO, the brain was re-perfused by removing the intraluminal suture.

### Immunohistochemical Staining of the Brain

Frozen midbrain sections (20 µm thick) were prepared using a cryostat and stored at −20°C until staining. After air-drying for 20 min, sections were fixed with 3.7% formalin for 5 min and treated with 0.1% TritonX-100 for 5 min. The sections were blocked for 50 min at room temperature using blocking solution (0.2% skim milk). The first antibodies were anti-TH antibody (GeneTex, GTX113016), rabbit anti-Iba1 antibody (Wako; 019-19741), and anti-phosphorylated α-synuclein antibody (pSer129) (GeneTex, GTX54991), and they were diluted in blocking solution and then treated with the tissue sections overnight at 4°C. The next day, the sections were washed with PBS and reacted with the fluorescently labeled second antibodies diluted in blocking solution and incubated overnight at 4°C. After washing with PBS, the sections were sealed with an encapsulant and observed and photographed with a BZ-X700 fluorescence microscope (Keyence). Quantification of striatal TH was performed using BZ-H4A quantification software.

### FACS Analysis of T Cells from the Brain and Spinal Cord

Brains and spinal cords were removed from mice, incubated with collagenase D and DNase I in a shaker (200 rpm) for 30 min at 37°C, and then centrifuged at 2000 rpm for 20 min in 30%/70% Percoll. After centrifugation, the intermediate layer was collected and resuspended in MACS Buffer. FACS analysis was then performed as described (10).

### RNA Sequencing

Library preparation was used NEBNext PolyA stranded Ultra II Directional RNA Library Prep (New England BioLabs, MA) by Azenta. The libraries were sequenced on Illumina HiSeq 1500 sequencers (Illumina, San Diego, CA). Sequence reads in FASTQ format was applied to FastQC (v0.11.4) to assess sequence quality. For adapter trimming, Trim Galore! (v0.6.0) was used. The sequence reads (SP-Treg, Ischemia-Treg, iB-Treg (A), iB-Treg (B), iB-Treg (C), NC, EAE.Br and EAE.SC) were mapped to mouse reference genome GRCm38/mm10 from Ensembl (release 102) using HISAT2 (version 2.2.1). The mapped reads were counted for genes using featureCounts (v.2.0.0). These data were further normalized using the DESeq2 R package (v.1.30.1) and an rlog (regularized logarithm) transformation was applied (37). PCA was performed on these data. The SP-Treg, Ischemia-Treg, iB-Treg (A), iB-Treg (B) and iB-Treg (C) data were extracted from the transformed data and heat maps were generated using the ggplot2 R package (v.3.1.1).

### Statistical Analysis

The results are expressed as the mean ± SD from three to five independent experiments. The Student’s *t*-test was used to evaluate whether there was a significant difference between the two groups. In all cases, P values less than 0.05 were considered significant (* P<0.05, ** P<0.01).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus (GEO)under accession number GSE203050.

## Ethics Statement

The animal study was reviewed and approved by the Animal Research Committee and Ethics Committee of Keio University and Kyushu University.

## Author Contributions

SY, MI, and AY designed the research project and performed experiments; AM, MO, YH, and MI-K helped with experiments; CK and MS performed the data analyses; and MI and AY wrote the manuscript with input from all authors. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by JSPS KAKENHI 21H05044, 19H04817, 21K19382, 21H02719, 22K19444, 21H00432, AMED-CREST 22gm1110009, MOON SHOT JP22zf0127003h, AMED-PRIME 22gm6210012, AMED- 22wm0425011 the Yasuda Medical Foundation, Research grant from the Chemo-Sero-Therapeutic Research Institute, the Kishimoto Family Foundation, the Tomizawa Jun-ichi & Keiko Fund of Molecular Biology Society of Japan for Young Scientist, the Mitsubishi Foundation, the Mochida Memorial Foundation for Medical and Pharmaceutical Research, the Takeda Science Foundation, the Uehara Memorial Foundation, the Naito Foundation, the Kanae Foundation, the SENSHIN Medical Research Foundation, the Astellas Foundation for Research on Metabolic Disorders, the Novartis Research Grant, the Nakajima Foundation, the Kinoshita Foundation, the Inoue Research Award for Young Scientists, a Life Science Research Award, and Keio Gijuku Academic Developmental Funds.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary Figure 1 Effect of conditioned medium from astrocyte and microglia on Treg activation and ST2 expression. **(A, B)** Tregs were cultured in the presence or absence of AMC (conditioned medium from astrocytes) or MCM (conditioned medium from microglia) for 3 days in the presence of IL-2 and IL-4. Foxp3, CD25, and ST expression in Tregs was analyzed using FACS. **(C, D)** Tregs were co-cultured with astrocytes in the presence or absence of MCM for 3 days in the presence of IL-2 and IL-4. Foxp3, CD25, and ST2 expression in Tregs was analyzed using FACS.

Supplementary Figure 2 Therapeutic effects of iB-Tregs in an EAE model. Tregs (1×10^6^) were injected intravenously on day 16 after EAE onset and analyzed until day 21 **(A)**. Clinical scores for EAE in control, PBS-transfected (PBS), SP-Treg-transfected (SP-Treg), and iB-Treg-transfected **(A–C)** mice are shown in **(B)**. * P<0.05

Supplementary Figure 3 Establishment of a Parkinson’s disease model by MPTP administration. **(A, B)** Rotarod test protocol. After 2 days of training, MPTP (20 mg/kg body weight) was administration four times every 2 h, and analysis took place on day 7. The rod was rotated in a constant velocity mode (16 rpm), and the time (s) until the mice fell from the rod was measured (latency to fall). **(C–E)** The effect of X-ray irradiation on MPTP-induced inflammation and injury of the substantia nigra **(C)**. Dopaminergic neurons were stained with anti-TH antibody, activated microglia cells were stained with anti-Iba1 antibody, and neural damage was stained with anti-p-αSynuclein antibody **(D)**, and the images were quantified in **(E)**. T cell infiltration into the brain of MPTP-treated mice was analyzed using FACS **(F–H)** Infiltrated T cells and Treg cells in the brain of MPTP-treated mice were analyzed using FACS. * P<0.05 ** P<0.01

How the deposited data were processed for this re-analysis (not part of the article)

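The data are gene counts from RNA-seq of 10 libraries of mouse Tregs, 2 each of SP-Tregs, Ischemia-Tregs and iB-Tregs (A), (B) and (C). The authors deposited counts per gene, as whole numbers that were neither normalized nor pooled over replicates, with the exonic length of each gene. The paper describes trimming with Trim Galore, alignment with HISAT2 and counting with featureCounts, and the submitters' notes describe HISAT2 2.0.1 and HTSeq 0.6.1. A length per gene was not used here. All columns of samples in the table were used.

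The counts of the 4 libraries from spleen and brain run on past the last gene ID, and past the first 4115 kept IDs they do not stand beside their own gene. A hidden Markov model with slides from -10 to 200 rows, a step probability of 0.0001 and a posterior of at least 0.99 reassigned them, from the mean count per row of these libraries against the mean count per ID of the iB-Treg libraries. Rows within 25 rows of a step were dropped, and a stretch was kept when it held at least 100 IDs and its log2 counts correlated with r of at least 0.7. The first 4000 rows, taken to be in place, trained the model. These limits were set after the file was examined. In a test, 3 simulated tables with as many inserted rows kept 38467, 38794 and 39260 IDs, with 38, 27 and 65 of them wrong. They started from the realigned counts, had rows inserted at random places and skipped the limits on stretches. The test thus gives no error rate for the real table. The kept IDs held 92.7% of the counts of SP-9, 85.8% of SP-10, 94.3% of Ischemia-4 and 86.3% of Ischemia-3. Gene symbols, chromosomes and biotypes came from GENCODE vM21 on GRCm38. The list genes that lost their row in this step include Ly6c1, Il22, Crem, Plxnc1, Hmgcs1, Tpi1, Hspa1b, Cd14 and Ppp1r1b, and Folr4 is not among the symbols. Single values of some list genes are not reported here.

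Differences were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood F test, one fit of the 10 libraries) in 10 comparisons, with Benjamini-Hochberg adjusted p under 0.05 as the threshold. DESeq2 1.42.0 was run as an alternative and gave the rlog values for the principal components and the distances. The 31 gene lists were written before the data were examined and tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation and fry as alternatives. Standard errors of log2 fold changes come from the edgeR fit. Folds against a group with no count are lower bounds at a floor of 3 counts over the group. Unchanged groups were simulated 20 times for the correlations, since both changes share the SP-Treg libraries, and as an alternative each change was set against an SP-Treg library of its own.

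The genes named in the text were chosen by a rule written before the data were examined. It takes every gene that the paper names, the 10 largest rises and the 10 largest falls in 5 of the comparisons among genes whose groups do not overlap and that reach 10 CPM in the higher group, and up to 4 called genes of each list. Predicted genes, T cell receptor and immunoglobulin segments were left out of the largest changes. The paper's values in Figures 2D and 3B had been seen. Genes named for their weight on a principal component fall outside this rule.

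The tests were run on simulated counts with 200 changed genes. For iB-Treg (B) against SP-Treg, edgeR recovered 44.8% of 1.5-fold, 74.6% of 2-fold and 89.4% of 4-fold changes among 13583 genes, with 4.79% of calls false. For Ischemia-Treg against SP-Treg these values were 53.7%, 76.1% and 89.4% among 13568 genes, with 8.75% false. For iB-Treg (B) against (A) they were 71.6%, 80.6% and 97.0% among 13601 genes, with 11.7% false, and for (C) against (B) 74.6%, 92.5% and 98.5% among 13621 genes, with 11.1% false. For (B) against Ischemia-Treg they were 46.3%, 76.1% and 93.9% among 13560 genes, with 8.86% false. Alternatives covered the scaling, the low-count filter, the tool, the libraries in the fit, each library left out in turn, a block by replicate number among the iB-Treg groups, the genes used and the correlation measure.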

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

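The edgeR tests between groups and the test on Ednrb and astrocyte RNA were set before the result they measure was seen, and the other tests in this part were chosen after it.

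The genes Gata3, Penk, Ccr6 and Bcl2 changed in opposite directions in Ischemia-Tregs and iB-Tregs (B) against SP-Tregs, and the difference between the 2 groups was itself tested by edgeR (n = 2 libraries per group). It was -2.78 log2 for Gata3, -4.78 for Penk and -5.05 for Ccr6, all higher in Ischemia-Tregs and lower in (B), and 2.36 for Bcl2, which went the other way. In the same sense, 482 genes were higher in Ischemia-Tregs and lower in (B), and 374 were lower in Ischemia-Tregs and higher in (B). A smaller share of Treg RNA in (B) was not tested as a reason for the lower levels. The paper does not report the cytokine genes Il5 and Il13, which stood at 30.7 and 14.0 CPM in (B). Xist, the RNA of the inactive X chromosome, was at 1128, 1263 and 1299 CPM in iB-Tregs (A), (B) and (C) against 0.712 in SP-Tregs and 0.926 in Ischemia-Tregs, and the Y-linked Ddx3y at 22.2, 23.0 and 25.9 against 103 and 134. The iB-Treg groups thus appear to differ in sex from the Tregs taken from mice, in part of their cells at least. There were 76 genes at 10 CPM or more in each iB-Treg library with at most 3 counts over the 4 libraries from spleen and brain, and 26 of them lay within 100000 bases of another, against 1.57 on average and at most 10 in 1000 random lists. They made up 1.06% of 2368 genes at 10 CPM or more in each iB-Treg library in rows that were not moved and 0.780% of 6535 in moved rows, and what emptied them was not found. Ehd1, a broadly expressed gene, is among them, and folds given as at least a number rest on groups with no count of this kind.

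Genes of microglia and macrophages appeared in the iB-Treg libraries, where the paper does not discuss them, with a median of 127 CPM over 17 markers in (B), led by Lyz2 (4431), C1qa (920.5), C1qc (769) and C1qb (740.3). RNA of astrocytes, the main cells of the layer, is argued against as the source, since the astrocyte markers had a median of 2.42% of that level. A larger share of macrophage RNA in (B) than in (A) is argued against as the whole of the change between them, since the log2 fold changes of the markers had an SD of 0.723 where their median standard error was 0.0840. RNA of microglia or macrophages from the glial culture and expression by the co-cultured Tregs themselves cannot be told apart here. A count of markers does not show which cells made them. In each iB-Treg library, 15 of the 17 markers reached 10 CPM, just under the 9 in 10 that such cells were set to need. By group, 16 of 17 did so in both libraries of (A) and of (B), past that share, and 15 in (C). In each SP-Treg library, 1 of 17 reached 10 CPM. The bead selection for hCD2 would remove cells without the reporter, and its purity for these libraries is not given in the paper.

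Most genes differed between the iB-Treg libraries and the Tregs taken from mice. Whether RNA without poly(A) tails was the cause could not be decided by the share of genes that differed. Protein-coding genes outside histone and mitochondrial genes made up 12353 of the 13800 genes tested, so their share had to stay near that of all genes. Of them, 71.7% differed between (B) and SP-Tregs, so the differences were not confined to other RNA classes. The share of mitochondrial rRNA was 102 times as large in the 4 libraries from spleen and brain. This met the prediction written for a library preparation that differed between the 2 kinds of samples. The iB-Treg groups lie on the other side in this, in culture and in Xist. The parts of preparation, the 6 days of culture and sex in the genes that differed thus cannot be told apart.

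Ednrb, which astrocytes also express, was higher in (B) than in (A) by 2.53 (standard error 0.21, adjusted p = 3.6e-07) log2 in edgeR. A larger share of astrocyte RNA in (B) than in (A) is argued against as the whole of that difference. The median log2 fold change of 18 astrocyte markers without Ednrb was -0.056. Their median level was low, at 2.62 CPM in (A) and 3.06 in (B). The layer of (B) received the same IL-33 and serotonin, so the test cannot exclude a rise of Ednrb in the layer's own cells. Which cells made the Ednrb RNA was not determined. The treatment with IL-33 and serotonin, in which the groups differ, stays open as an untested biological explanation, in the Tregs or in the layer.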

How the results depend on the processing

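The settings of the rows used and of the genes used, the heat map genes alone, the separate SP-Treg libraries for the correlations and the fit of 6 iB-Treg libraries with every gene ID were chosen after the data were examined, and the others before. With 2 libraries per group, a library left out leaves 1 in its group, which is assumed to vary like the other groups. No paired analysis was possible for SP-Tregs and Ischemia-Tregs, because the numbers of their columns (9 and 10, 4 and 3) do not match between the groups or the replicate numbers of the sample titles. Among the iB-Treg groups, deviations of libraries with the same number correlated with r = 0.136 between (A) and (B), -0.0962 between (A) and (C) and 0.0584 between (B) and (C), so that the numbers do not pair the libraries. Alternatives for normalized values had no use, since the table holds counts. Depth limits genes of few counts above all in the libraries from spleen and brain, which are the shallower ones. The cause of the differences below was not tested, except where fewer genes, fewer libraries or a stricter threshold were part of the setting.

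Of the alternatives for the number of genes changed, 89 of 136 stayed within 1.5 times, 12 gave more and 35 fewer. Only the rows that stand beside their own ID as deposited gave 1315 genes for Ischemia-Treg against SP-Treg, 2270, 2251 and 2264 for iB-Tregs (A), (B) and (C) against SP-Treg, 2232, 2163 and 2157 against Ischemia-Treg, 643 for (B) against (A) and 785 for (C) against (A). A log2 fold change over 1 as well gave, in the same order, 2166, 5977, 6021, 5932, 5660, 5569, 5476, 499 and 595, and 4 for (C) against (B). Fits of only the 4 libraries compared gave 3086 for Ischemia-Treg against SP-Treg, 4285 for (B) against (A), 4547 for (C) against (A) and 856 for (C) against (B). The block by replicate number gave 4051, 4708 and 487 for the last 3 of these, and the 6 iB-Treg libraries with every gene ID 4435, 5121 and 526. Genes with a mean of at least 10 CPM in SP-Treg or Ischemia-Treg gave 6591 for (B) against SP-Treg, 1382 for (B) against (A) and 2 for (C) against (B). For (C) against (B), DESeq2 gave 85, no low-count filter 124 and protein-coding genes alone 31, beside 848 genes at an unadjusted p under 0.05. With 1 library left out, the number ran from 3952 to 5308 for Ischemia-Treg against SP-Treg, 8571 to 9306, 8559 to 9283 and 8511 to 9218 for (A), (B) and (C) against SP-Treg, 8517 to 9182, 8450 to 9150 and 8315 to 9113 against Ischemia-Treg, 888 to 1164 for (B) against (A), 1156 to 1394 for (C) against (A) and 0 to 3 for (C) against (B).

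With an estimated correlation, camera called 13 lists for Ischemia-Treg against SP-Treg, 2, 2 and 2 for (A), (B) and (C) against SP-Treg, 5, 0 and 0 against Ischemia-Treg, 4 for (B) against (A), 1 for (C) against (A) and 2 for (C) against (B). The alternative fry tests a list against no change and not against the other genes, so its counts answer another question. It called 30, 28 and 29 lists for (A), (B) and (C) against SP-Treg, 31, 30 and 30 against Ischemia-Treg, 25 for (C) against (A) and 7 for (C) against (B). The share of the first principal component was 92.4% over the 500 genes of highest variance, 80.2% after the low-count filter, 77.6% over protein-coding genes, 80.4% over genes of at least 10 CPM in SP-Treg or Ischemia-Treg, 61.6% over the heat map genes and 78.5 to 81.3% with 1 library left out. Of the distance ratios, 45 of 51 stayed within their SD. That of (A) was 0.921 over the 500 genes of highest variance, and the heat map genes turned those of (A), (B) and (C) over 1, to 1.56, 1.17 and 1.13. With 1 library left out they ran from 0.938 to 0.966, 0.926 to 0.953 and 0.926 to 0.953. The correlations of changes were 0.368, 0.382 and 0.384 for (A), (B) and (C) by rank and ran from 0.340 to 0.510, 0.347 to 0.517 and 0.353 to 0.522 with 1 library left out, and that of (A) was 0.370 over genes of at least 10 counts in every library. With an SP-Treg library of its own for each change, they were 0.323 and 0.325 for (A), 0.338 and 0.342 for (B) and 0.339 and 0.344 for (C), where the first of each pair has the iB-Tregs against SP-9. Of 9625 values of named genes, 9027 kept their direction and side of the threshold, 351 passed it where they had not, 244 no longer passed it and 3 turned. These were Mvk in Ischemia-Treg against SP-Treg without Ischemia-4 (-1.23), Zbp1 in the same comparison without Ischemia-4 (-0.36, where leaving out Ischemia-3 gave 0.29), and Mvk in (B) against Ischemia-Treg without Ischemia-3 (-0.53, where leaving out Ischemia-4 gave 1.83).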

Differences from the paper's values

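The first principal component held about 47% of the variance in the paper's Fig. 3A, read by eye, and 78.7% here, with the EAE and NC libraries not used here. No alternative set before the data were examined (log2(CPM + 1), the 500 genes of highest variance, the low-count filter, or leaving out any 1 library) brought it within 1.5 times of the paper's value, while the heat map genes alone, chosen after seeing the values, did (61.6%, over 25 genes). The second held about 16% in Fig. 3A, read by eye, and 10.2% here. Leaving out A-Treg1 (10.7%), A-Treg2 (10.7%), B-Treg1 (10.8%), B-Treg2 (10.8%), C-Treg1 (10.8%) or C-Treg2 (10.8%) brought it within 1.5 times, and log2(CPM + 1), the 500 genes, the filter and leaving out SP-9, SP-10, Ischemia-4 or Ischemia-3 did not. Of the settings chosen after seeing the values, genes of at least 10 CPM in SP-Treg or Ischemia-Treg (13.5%, with 22 of the 25 heat map genes), protein-coding genes (11.4%, with 25) and the rows beside their own ID as deposited (11.3%, with 6) brought it within 1.5 times, and the heat map genes alone (30.4%) did not.

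The paper's Fig. 3A, with EAE and NC libraries, places Ischemia-Tregs nearer to iB-Tregs than to SP-Tregs on the first component. The mean position on the first component here was -71.9 for Ischemia-Tregs, -84.1 for SP-Tregs and 56.4 for iB-Tregs (B). Over all genes, another measure, the mean rlog distance was 82.0 between Ischemia-Tregs and SP-Tregs and 138 between Ischemia-Tregs and iB-Tregs (B). The iB-Treg libraries also differed from the others in kinds of RNA. The paper states that individual brain Treg markers, with Gata3, Pparg, Il1rl1, Klrg1, Penk and Htr7 as examples, were higher in iB-Tregs (B) and (C) than in splenic Tregs. It also rests this on RT-qPCR, and on ST2, KLRG1 and CCR8 protein by FACS, neither of which was measured here. Most genes of the RT-qPCR list were higher in (B) than in (A) here. Of the 19 brain Treg genes of its heat map that could be tested, 12 were higher, 5 lower and 2 did not pass (12 higher and 5 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.26), and 11 were higher, 6 lower and 2 did not pass (11 higher and 6 lower adjusted over the list alone) in (C) (camera, adjusted p = 0.31). Il1rl1, Pparg, Ccr8 and Ednrb were higher in (B) than in SP-Tregs here, while Gata3 (-0.80) and Penk (-2.71) were lower, and Klrg1 (0.08, adjusted p = 0.70) did not pass the test. In (C), Il1rl1 and Pparg were higher, Gata3 (-0.71) and Penk (-2.09) lower, and Klrg1 (0.20, adjusted p = 0.33) did not pass. The iB-Treg libraries also held macrophage markers, and a smaller share of Treg RNA as a reason for lower levels was not tested. By FACS, the paper saw marked CD25 and Foxp3 expression in all co-cultures, while Foxp3 RNA was lower in (B) than in SP-Tregs here. Htr7 had 1 count over the (B) libraries and 1 over the (C) libraries. Bcl2, shown by the paper with the genes high in spleen, was higher in (B) than in SP-Tregs (1.09). The paper describes Areg as low and Ccr6 as decreased in iB-Tregs, and both were lower in (B) than in Ischemia-Tregs here, with -5.39 and -5.05. The paper states that Htr7 and Ccr6 were lower in (C) than in (B), while Ccr6 had -0.16 (adjusted p = 1.0) between (C) and (B) under edgeR, and no setting tried called it, and Htr7 was at the single counts given above in both groups. From this the paper places (B) nearer than (C) to the Tregs of the ischemic brain, and here the ratio of the distances to Ischemia-Tregs and to SP-Tregs was 0.935 for (B) and 0.935 for (C), with SDs of 0.0172 and 0.0175. The paper states that Penk was higher in (C) than in (B). It was higher here, at 0.62, but did not pass the test in edgeR (adjusted p = 0.096), while it passed in DESeq2, in the fit of only the 4 libraries compared and with the block by replicate number, all set before the data were examined.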

Other observations

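The paper discusses Notch and semaphorin genes as links between astrocytes and Tregs, and several of them differed between the groups of Tregs (n = 2 libraries per group). Sema6d, a membrane semaphorin, was at 98.4 ± 2.71 CPM in Ischemia-Tregs and 9.43 ± 0.578 in SP-Tregs, a log2 fold change of 3.39 (standard error 0.18, adjusted p = 3.4e-10). Sema4c had 4.01 in Ischemia-Tregs and 5.17 in iB-Tregs (B), both against SP-Tregs, and 4.72 and 5.90 without SP-9. Of the semaphorins, 5 of 14 were higher and 9 not past the threshold (5 higher adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.049, and adjusted p = 0.16 with an estimated correlation), and 7 of 14 were higher, 3 lower and 4 not past the threshold (7 higher and 3 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.49). Of the semaphorin receptors, 4 of 13 were higher and 9 not past the threshold (4 higher adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.049, and adjusted p = 0.12 with an estimated correlation), with Plxnd1 at 1.45 and Nrp1 at 0.93, and 11 of 13 were higher and 2 lower (11 higher and 2 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.0099, and adjusted p = 0.11 with an estimated correlation). Rbpj, the transcription factor that Notch acts through, had 2.51 in Ischemia-Tregs and 2.40 in (B), and Notch1 had -1.33 in (B). Of the Notch genes, 6 of 11 were higher, 2 lower and 3 not past the threshold (6 higher and 3 lower adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.50), and 2 of 11 were higher, 5 lower and 4 not past the threshold (2 higher and 5 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.52).

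Markers of further cell types were measured as well. Of the neuron markers, 1 of 8 was higher and 7 not past the threshold (1 higher adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.16), and 4 of 8 were higher, 1 lower and 3 not past the threshold (4 higher and 1 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.15), with Gad1 at 9.92 ± 0.718 CPM. Of the endothelial and stromal markers, 3 of 7 were higher and 4 not past the threshold (3 higher adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.094), and 4 of 7 were higher and 3 not past the threshold (4 higher adjusted over the list alone) in (B) (camera, adjusted p = 0.082), with fibronectin (Fn1), which macrophages also make, at 5082 ± 48.1 CPM. Of the oligodendrocyte markers, 1 of 5 was higher, 1 lower and 3 not past the threshold (1 higher and 1 lower adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.87), and 1 of 5 was higher, 2 lower and 2 not past the threshold (1 higher and 2 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.91), with Cnp at -1.25. Of the erythroid markers, 2 of 2 were lower (2 lower adjusted over the list alone) in Ischemia-Tregs (camera, adjusted p = 0.0084, and adjusted p = 0.067 with an estimated correlation), and 1 of 2 was higher and 1 lower (1 higher and 1 lower adjusted over the list alone) in (B) (camera, adjusted p = 0.98). In (B), the call of Hbb-bt was lost on leaving out any 1 of the libraries compared (1.13 to 1.42). That of Hba-a1 in (B) was lost without B-Treg2 (-1.85) or SP-9 (-1.53). In Ischemia-Tregs, the call of Hbb-bt was lost without Ischemia-4.

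Penk was higher in Ischemia-Tregs than in SP-Tregs, where Npy had counts only in Ischemia-Tregs, and a hypothesis written before the result was seen holds that neuronal RNA from the brain could be their source. The median of the neuron markers, of which 8 of 16 were tested, was 0.538% of the level of Penk in Ischemia-3 and 0.342% in Ischemia-4, which argues against it for Penk. For Npy, at 4 counts per library, the test is too coarse.

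The comparison of (B) with (A) shares no library with that of Ischemia-Tregs with SP-Tregs, and setting the 2 side by side was chosen after the data were examined. Their log2 fold changes correlated across 13800 genes with r = 0.127, and with 0.178 over 8720 genes of at least 10 CPM in SP-Treg or Ischemia-Treg. Higher in both were 526 genes, where independent lists share 249, and lower in both 156 (166). Of the genes lower in (B) than in (A), 304 were higher in Ischemia-Tregs (188 for independent lists), and of those higher in (B), 97 were lower in Ischemia-Tregs (220.1). Most macrophage markers were higher in both comparisons, and their part in these overlaps was not tested.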
